# Cryogel‐Based Dendritic Cell Immunotherapy for Post‐Surgical Breast Cancer Treatment

**DOI:** 10.1002/advs.202503238

**Published:** 2025-07-11

**Authors:** Lam‐Duc‐Huy Nguyen, Sheng‐Liang Cheng, Yu‐Ting Yen, Hsin‐Mei Lee, Te‐Haw Wu, Jane Wang, Shu‐Yi Lin, Yunching Chen

**Keywords:** cryogel, dendritic cell vaccine, immunotherapy, triple‐negative breast cancer

## Abstract

Triple‐negative breast cancer (TNBC) is an aggressive malignancy with high mortality and limited treatment options. While surgical resection removes the primary tumor, it often fails to prevent recurrence or metastasis, and despite the promise of immunotherapy, response to immune checkpoint blockade remains poor. Here, a cryogel‐based dendritic cell (DC) immunotherapy is developed incorporating gold nanodot‐lipopolysaccharide (AuLPS)‐loaded DCs, doxorubicin (Dox), and PD‐1 immune checkpoint blockade (aPD‐1+Dox+AuLPS@DC) to enhance post‐surgical antitumor immunity. The AuLPS nanoparticles (NPs) stabilize LPS assembly, optimizing Th1 adjuvant activity and improving DC immunotherapy efficacy while minimizing adverse effects. The cryogel enables the sustained, localized release of therapeutic agents at the surgical site, preserving DC viability, migration, and functionality within the tumor microenvironment. This strategy enhances DC activation and potentiates robust T‐cell activation in both tumor‐draining lymph nodes and tumor beds, leading to durable antitumor immunity. When administered at the post‐surgical site in an orthotopic TNBC model, the aPD‐1+Dox+AuLPS@DC cryogel immunotherapy significantly delays tumor recurrence, reduces distant metastasis, and prolongs survival. These findings highlight cryogel‐based DC immunotherapy as a promising post‐surgical therapeutic strategy to enhance responses to immune checkpoint blockade and improve outcomes in TNBC.

## 1 Introduction

Triple‐negative breast cancer (TNBC) is an aggressive malignancy with high mortality and limited treatment options, making it one of the most challenging therapeutic frontiers in oncology.^[^ ^1^ ^]^ While surgical resection remains a cornerstone of treatment, residual cancer cells can persist post‐surgery, leading to tumor recurrence and metastasis.^[^ ^2^, ^3^ ^]^ In recent years, immunotherapy has emerged as a transformative approach by leveraging the host immune system to combat malignancies.^[^ ^4^, ^5^ ^]^ Notably, when used in a neoadjuvant or adjuvant setting alongside surgery, immunotherapy has demonstrated long‐term benefits for TNBC patients.^[^ ^6^, ^7^, ^8^, ^9^ ^]^

Among various immunotherapeutic strategies, dendritic cell (DC)‐based vaccines have obtained substantial attention. As key antigen‐presenting cells (APCs), DCs play a central role in stimulating tumor‐specific effector T cells to suppress tumor growth while also eliciting long‐term immunological memory to prevent recurrence.^[^ ^10^, ^11^, ^12^, ^13^, ^14^ ^]^ However, the clinical translation of DC vaccines remains limited. A significant portion of administered DCs undergo rapid apoptosis, with only a small fraction successfully reaching tumor‐draining lymph nodes.^[^ ^15^ ^]^ Moreover, even when properly localized, DCs may fail to activate effectively or present antigens efficiently, which is crucial for inducing a robust immune response.^[^ ^16^, ^17^ ^]^ Additionally, the immunosuppressive tumor microenvironment (TME) can further diminish DC vaccine efficacy through mechanisms such as downregulating immunogenic epitopes or expressing ligands that inhibit effector T‐cell activity.^[^ ^18^, ^19^ ^]^ Thus, there is a critical need for strategies that enhance DC survival, promote their migration to lymphoid tissues, and potentiate T cell‐driven antitumor immunity.

Given these challenges, adjuvants play a crucial role in improving DC vaccine efficacy by enhancing both DC activation and antigen presentation.^[^ ^20^, ^21^ ^]^ However, conventional adjuvants can be a double‐edged sword—while they may amplify immune responses, they can also trigger excessive inflammation, leading to systemic toxicity and reduced therapeutic efficacy.^[^ ^22^ ^]^ As a result, research efforts have focused on developing innovative adjuvants that synergize with DC vaccines to mount a more precise and effective immune response. One promising approach involves the controlled manipulation of lipopolysaccharide (LPS) aggregates.^[^ ^23^, ^24^ ^]^ LPS, a key bacterial component composed of an O antigen, a core carbohydrate, and a lipid A moiety, induces diverse inflammatory responses depending on its aggregate structure. Transitioning LPS aggregates from lamellar to non‐lamellar phases (e.g., cubosomes and hexosomes) can trigger a potent immune cascade, but excessive immune activation can also lead to severe cytokine storms and sepsis.^[^ ^25^ ^]^ Building on our previous study, we developed gold nanodot‐stabilized LPS nanoparticles (AuLPS NPs) to modulate LPS assembly and balance its immunostimulatory effects. This design maintains a stable equilibrium between lamellar and non‐lamellar LPS phases, thereby optimizing Th1 adjuvant activity without excessive toxicity.^[^ ^26^ ^]^ We hypothesize that incorporating AuLPS NPs into DCs will polarize them toward a Th1‐mediated immune response, ultimately enhancing the efficacy of DC‐based immunotherapy.

Beyond molecular strategies, ensuring DC survival, prolonging their functionality, and achieving sustained immunotherapeutic release necessitate innovative delivery platforms.^[^ ^27^ ^]^ To address this, we formulated a cryogel‐based DC immunotherapy using a gelatin methacryloyl (GelMA)‐based macroporous cryogel scaffold. Cryogels are fabricated by crosslinking at subzero temperatures (‐5 to ‐20 °C), forming a highly porous (≈100 µm pore size) yet mechanically stable network upon thawing. This structure provides a 3D microenvironment conducive to cell viability, migration, and interaction while enabling co‐loading of multiple therapeutic agents.^[^ ^28^ ^]^ Unlike conventional hydrogels, cryogels feature interconnected macropores that enhance cellular activity and sustain the functionality of encapsulated DCs.^[^ ^29^, ^30^, ^31^, ^32^ ^]^

Within this cryogel scaffold, we encapsulated AuLPS NP‐loaded DCs, the chemotherapeutic agent doxorubicin (Dox), and an immune checkpoint blockade (anti‐PD‐1 antibody). **Figure** **1** illustrates the design and therapeutic advantages of this GelMA cryogel‐based DC immunotherapy. Upon administration at the post‐surgical tumor site, Dox induces immunogenic cell death (ICD), releasing tumor antigens that are subsequently captured by AuLPS NP‐loaded DCs within the cryogel. This enables local antigen sensing and provides in situ DC vaccine‐like properties without the need for ex vivo antigen loading. These DCs mature and migrate to the draining lymph nodes, where they prime cytotoxic T cells, leading to a robust antitumor immune response. The activated CD8^+^ T cells then suppress tumor recurrence and inhibit distant metastasis. Furthermore, integrating PD‐1 blockade into the GelMA cryogel helps counteract TME‐induced immunosuppression, thereby enhancing overall therapeutic efficacy. This approach offers a promising post‐surgical immunotherapy strategy that improves DC activity, enhances antitumor immunity, and addresses the limitations of conventional immune checkpoint blockade in TNBC treatment.

**Figure 1:**
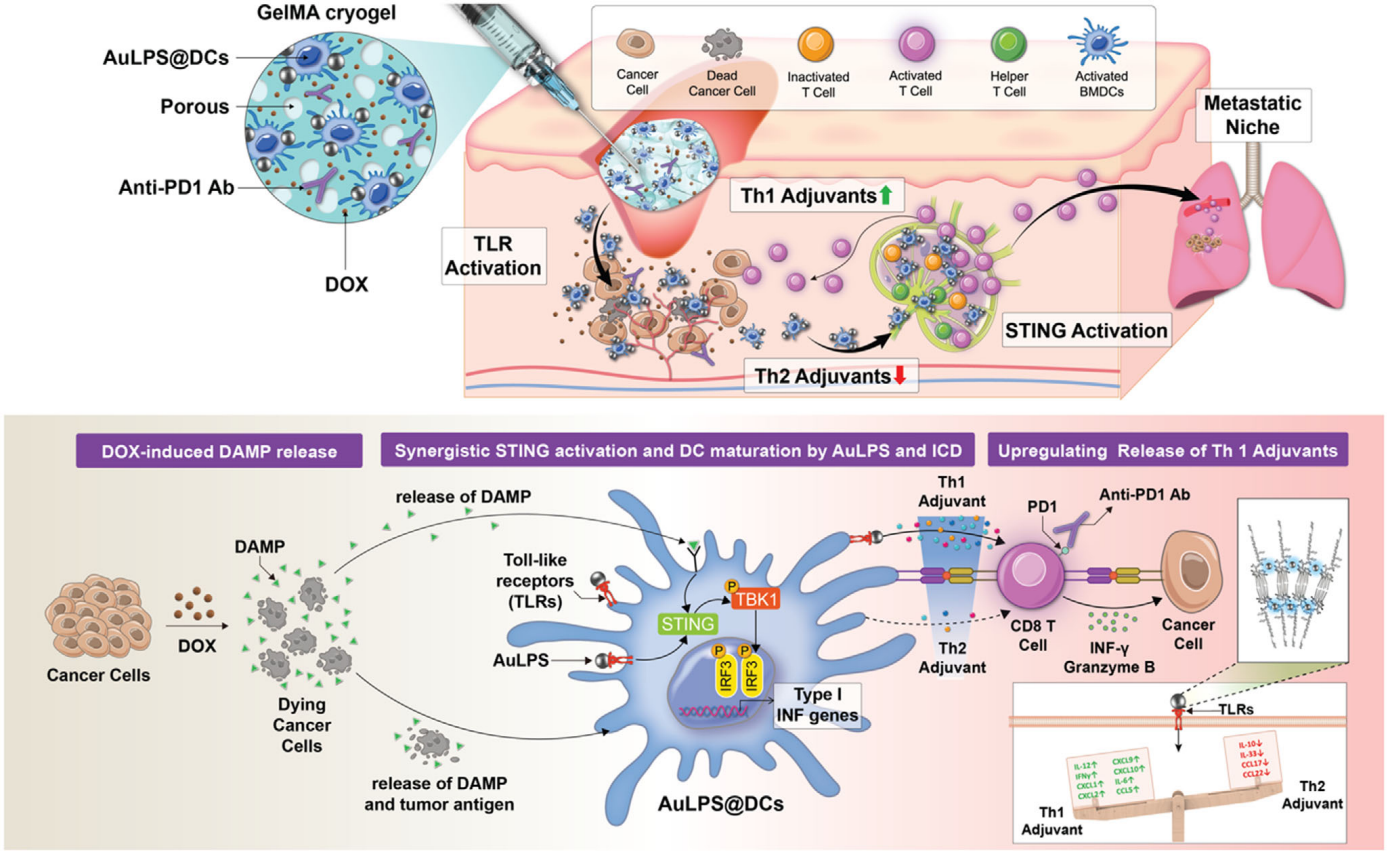
Schematic representation of the GelMA cryogel‐derived dendritic cell immunotherapy architecture and the mechanisms of antitumor immunity induction for post‐surgical breast cancer treatment. We demonstrate that a dendritic cell (DC) immunotherapy derived from GelMA cryogel, which delivers gold nanodot‐lipopolysaccharide (AuLPS)‐loaded DCs, the chemotherapeutic agent doxorubicin, and a PD‐1 immune checkpoint blockade, effectively induces immune cell infiltration and activates both DCs and cytotoxic T cells in tumor beds and tumor‐draining lymph nodes, resulting in a strong anticancer response. The cryogels facilitate the sustained release of these therapeutic agents at surgical sites, maintaining the viability and functionality of DCs within the tumor microenvironment. Post‐surgical injection into tumor sites enables doxorubicin to target and eliminate tumor cells, leading to immunogenic cell death (ICD). Tumor antigens released from the dead cancer cells are captured by DCs within the cryogel, promoting their maturation and migration to the draining lymph nodes. The AuLPS nanoparticle (NP) stabilizes LPS assembly, optimizing Th1 adjuvant activity and thereby enhancing the efficacy of DC‐based immunotherapy while reducing adverse effects. This process leads to the activation and expansion of cytotoxic T cells, contributing to the suppression of tumor regrowth post‐surgery, inhibition of distant metastasis, and improved survival outcomes. Moreover, incorporating an immune checkpoint blockade (anti‐PD‐1 antibody) into the GelMA cryogel is designed to counteract the immunosuppressive nature of the tumor microenvironment, further enhancing the overall immune response.

## 2 Results and Discussion

### 2.1 Engineering AuLPS NPs for Enhanced Th1 Dendritic Cell Activation

The AuLPS NPs were prepared by co‐assembling hydrophilic gold nanodots, synthesized using G4NH2 dendrimers, with LPS. The G4NH2 dendrimers with gold nanodots preserve a hydrophilic surface that facilitates the controlled assembly of LPS molecules into stable nanovesicles, suppressing the formation of highly active cubic and hexagonal phases. The AuLPS NPs exhibited an average size exceeding 200 nm, as determined by dynamic light scattering (DLS), with transmission electron microscopy (TEM) confirming their spherical morphology and uniform vesicle‐like structure (**Figure** **2**A). Within the nanovesicles, LPS molecules adopted a tail‐to‐tail arrangement, forming a bilayer with a wall thickness of ≈65 nm, indicating dense lipid A packing (Figure 2A). This configuration, enabled by the hydrophilic properties of the G4NH2‐based AuNDs, enhances the immunogenic potential of LPS while ensuring stability and controlled activation, making AuLPS NPs a promising platform for modulating immune responses.

**Figure 2:**
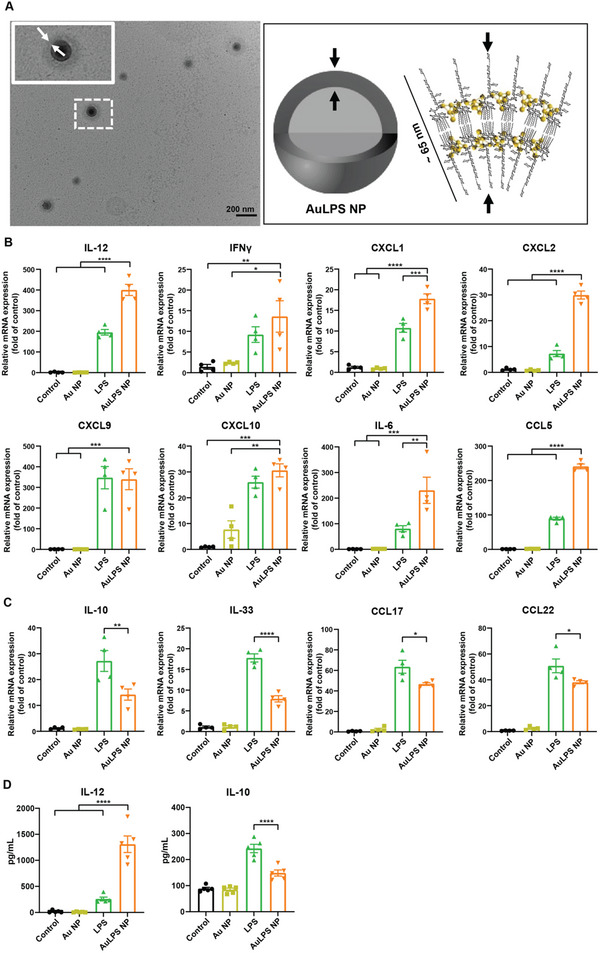
Gold nanodot‐lipopolysaccharide (AuLPS) nanoparticles (NPs) enhance the characteristics of Th1 adjuvants and reduce the characteristics of Th2 adjuvants in DCs. A) Schematic illustration of AuLPS nanoparticle (NP) assembly, formed by co‐assembling hydrophilic gold nanodots (AuNDs) with lipopolysaccharides (LPS). Transmission electron microscopy (TEM) images confirm their spherical, vesicle‐like morphology with a bilayer structure. Scale bar, 200 nm. B,C) The mRNA expression levels of Th1 characteristic adjuvants and inflammation‐related genes (*Il12, Ifng*, *Cxcl1, Cxcl2, Cxcl9, Cxcl10, Il6, and Ccl5*) (B) and Th2 characteristic adjuvants and anti‐inflammation‐related genes (*Il10, il33, Ccl17, and Ccl22*) (C) in BMDCs 24 h after treatment with free LPS, gold nanodot (Au) NPs, or AuLPS NPs were measured by RT–qPCR. The results are expressed as fold changes relative to the corresponding level in the untreated control group (*n* = 4). D) Cytokine secretion from BMDCs was measured by ELISA 12 h after treatment with free LPS, Au NPs or AuLPS NPs (*n* = 5). LPS: 0.1 µg mL^−1^; gold nanodot (Au) NPs: 0.1 mg mL^−1^. All data are shown as the mean ± SEM. *p < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001.

To evaluate their potential, we investigated the ability of AuLPS NPs to enhance Th1 immune responses in DCs, a key target of cancer immunotherapy. The levels of Th1‐associated and pro‐inflammatory cytokines were determined in bone marrow‐derived dendritic cells (BMDCs) after loading AuLPS NPs, using real‐time reverse transcription‐polymerase chain reaction (RT‐PCR). Compared to the Au NPs and the untreated control, AuLPS NPs generated a stronger Th1 immune response, as indicated by increased expression of Th1‐associated cytokines (IL‐12 and IFN‐γ), innate chemotactic chemokines (CXCL1, CXCL2, CXCL9, and CXCL10), and other inflammation‐related genes (IL‐6 and CCL5) (Figure 2B). LPS moderately upregulated Th1‐associated and pro‐inflammatory cytokines. In contrast, loading AuLPS NPs in DCs induced a weaker Th2 immune response, as indicated by a moderate increase in Th2‐associated cytokines (IL‐10, IL‐33, CCL17, and CCL22) compared to LPS treatment (Figure 2C). Consistent with mRNA expression, AuLPS NPs significantly increased Th1‐associated cytokine secretion (IL‐12) and reduced Th2‐associated cytokine secretion (IL‐10) compared to LPS in free form (Figure 2D; Figure S1, Supporting Information). These results indicate the potential of AuLPS NPs in enhancing Th1 immune responses, which are crucial for robust antitumor immunity. By significantly upregulating Th1‐associated cytokines and pro‐inflammatory markers, AuLPS NPs demonstrate strong potential as adjuvants for enhancing Th1‐type immune responses. The increased Th1/Th2 ratio induced by AuLPS NPs further highlights the shift toward a Th1‐dominated immune response, which is favorable for antitumor activity.

### 2.2 Synergistic Activation of STING Signaling by AuLPS NPs and Chemotherapy for Enhanced Dendritic Cell Maturation In Vitro

Numerous studies have demonstrated that combining DC‐based vaccines with chemotherapy, known as chemo‐immunotherapy, significantly enhances anticancer effects. The dying tumor cells release tumor‐derived DNA, which activates STING signaling in DCs to trigger immune responses, enhance antigen presentation, and stimulate cytotoxic T cells, thereby providing potent DC‐based cancer vaccines. To determine whether chemotherapy‐treated cancer cells could synergize with AuLPS NPs to activate DCs, we first examined the impact of conditioned medium from Dox‐treated 4T1 cells on the STING‐mediated immune response in BMDCs, with or without loading AuLPS NPs (**Figure** **3**A).

**Figure 3:**
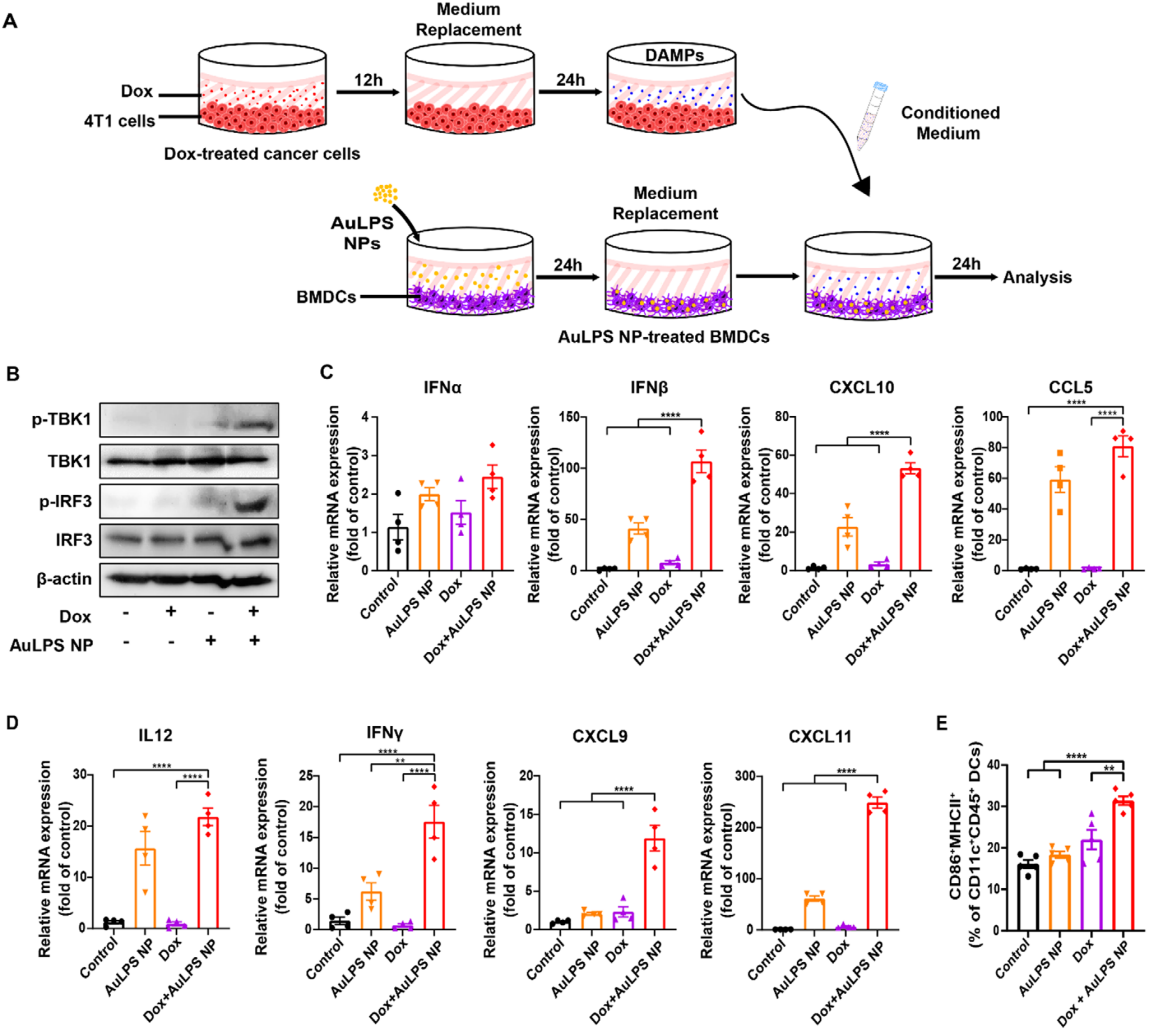
Enhanced STING activation and pro‐inflammatory cytokine production in BMDCs treated with AuLPS NPs and conditioned medium from Dox‐treated 4T1 cells. A) Schematic representation of the experimental setup. 4T1 cancer cells were treated with doxorubicin (Dox) for 12 h to induce immunogenic cell death (ICD). After 12 h, the medium was replaced with fresh medium and incubated for an additional 24 h to allow the release of damage‐associated molecular patterns (DAMPs). The resulting conditioned medium was collected and used to mimic the tumor microenvironment post‐chemotherapy. BMDCs were pretreated with AuLPS nanoparticles (NPs) for 24 h, followed by medium replacement with conditioned medium from Dox‐treated 4T1 cells for another 24 h to assess synergistic activation. B) Western blot analysis of TBK1 and IRF3 phosphorylation in BMDCs treated with conditioned medium from Dox‐treated 4T1 cells (Dox), AuLPS NPs, or a combination of both for 24 h. C,D) mRNA expression levels of type I IFNs (*Ifna1, Ifnb1, Cxcl10, Ccl5*) (C) and inflammation‐related genes (*Il12, Ifng, Cxcl9, Cxcl11*) (D) in BMDCs 24 h after treatment with conditioned medium from Dox‐treated 4T1 cells (Dox), AuLPS NPs, or a combination of both were measured by RT–qPCR. The results are expressed as fold changes relative to the corresponding levels in the untreated control group (*n* = 4). E) Flow cytometry analysis of MHC II and CD86 expression in BMDCs treated with conditioned medium from Dox‐treated 4T1 cells (Dox), AuLPS NPs, or a combination of both for 24 h (*n* = 5). LPS: 0.1 µg mL^−1^; gold nanodot (Au) NPs: 0.1 mg mL^−1^; Dox: 1 µm. All data are presented as the mean ± SEM. ^**^ *p* < 0.01, ^****^ *p* < 0.0001.

Exposure to both AuLPS NPs and conditioned medium from Dox‐treated 4T1 cells profoundly activated STING signaling, as evidenced by greater TBK1 and IRF3 activation (Figure 3B). Neither AuLPS NPs nor conditioned medium from Dox‐treated 4T1 cells alone significantly enhanced TBK1 and IRF3 phosphorylation in BMDCs (Figure 3B). As a result, exposure to AuLPS NPs and conditioned medium from Dox‐treated 4T1 cells significantly increased the gene expression of type I IFN‐related genes (Ifna1, Ifnb1, Cxcl10, and Ccl5) (Figure 3C) and pro‐inflammatory cytokines (Il12, Ifng, Cxcl9, and Cxcl11) (Figure 3D; Figure S2, Supporting Information), compared with AuLPS NPs or conditioned medium alone, leading to enhanced DC maturation (CD86^+^MHCII^+^) (Figure 3E; Figure S3, Supporting Information).

The synergy between AuLPS NPs and Dox‐treated tumor cell‐conditioned medium in activating STING signaling and enhancing DC maturation strongly supports their combined use in chemo‐immunotherapy. This combination potentiates the activation of type I IFN‐related genes and pro‐inflammatory cytokines, which are critical for effective antitumor immune responses. ICD‐inducing chemotherapy, such as Dox, causes the release of DAMPs and tumor‐derived DNA. Both can enhance the activation of the cGAS‐STING pathway, promoting the production of type I interferons and pro‐inflammatory cytokines, thereby enhancing DC maturation and stimulating cytotoxic T cells. Combining AuLPS NPs and Dox offers a promising strategy for developing potent DC‐based cancer immunotherapy.

### 2.3 Cryogel‐Based DC Immunotherapy Enhances DC Migration, Th1 Polarization, and T‐Cell‐Mediated Immune Gene Activation in Post‐Surgical TNBC

To achieve the sustained release of DCs and immune‐stimulating agents at tumor sites, GelMA‐based macroporous cryogels with excellent biocompatibility were utilized to encapsulate AuLPS NPs‐loaded DCs and the chemotherapeutic agent doxorubicin (Dox) (**Figure** **4**A). The cryogel microstructure, as revealed by SEM, consisted of large interconnected macropores, with an average pore size of ≈60 µm (Figure 4B). The ability of cryogels to support the loading of BMDCs was examined. The BMDC‐seeding efficiency in the cryogels was around 80%. BMDCs were initially entrapped in the cryogels with optimal viability (Figure 4C; Figure S4, Supporting Information). 3D confocal reconstruction of BMDC‐seeded cryogels after 2 h of incubation showed efficient and homogeneous attachment of DCs within the gel pores (Figure 4D). In addition, doxorubicin, when dissolved within the GelMA prepolymer solution, became entrapped within the polymer matrix during the cryogelation process. The Dox‐loading efficiency of the cryogel was around 63% (Figure 4B). Continuous release of Dox from the cryogels occurred over 7 days, suggesting that the hydrogels achieved sustained release of small‐molecule chemotherapeutics (Figure 4E).

**Figure 4:**
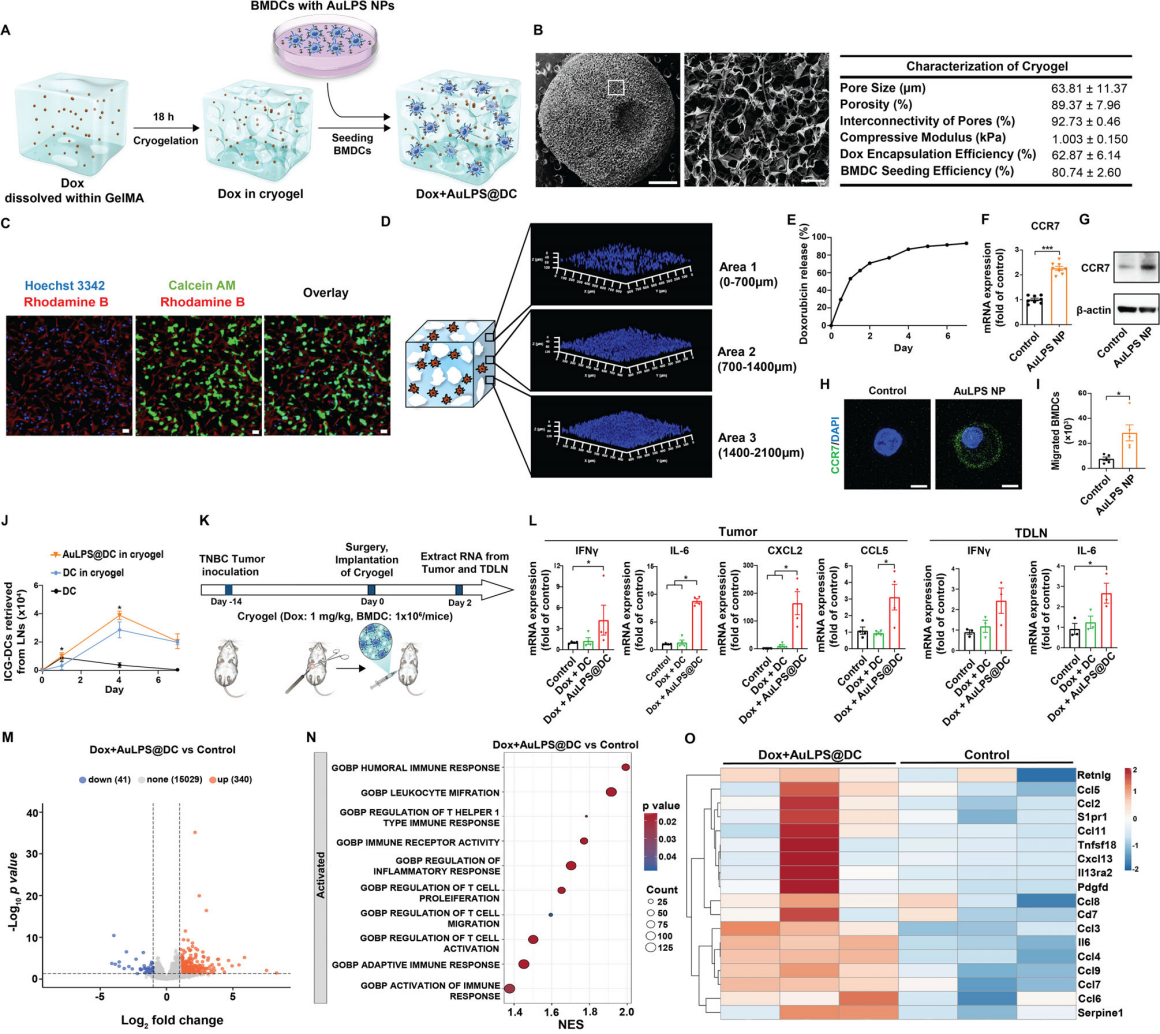
Cryogel‐based DC immunotherapy enables sustained Dox release, enhances DC viability and migration, and promotes immune activation. A) Synthesis of Dox+AuLPS@DC. Doxorubicin was incorporated into a GelMA (0.75% w/v) prepolymer solution before cryogelation at ‐20 °C for 18 h, forming macroporous cryogels. Bone marrow‐derived dendritic cells (BMDCs) were seeded onto the cryogel for 2 h, either preloaded with AuLPS NPs or left untreated. B) SEM image of the GelMA cryogel. Scale bars: 1 mm (left) and 100 µm (right). Pore size (*n* = 100 from 4 cryogels), porosity (*n* = 4), interconnectivity of the porous structure (*n* = 4), compressive modulus (*n* = 6), doxorubicin encapsulation efficiency (EE) of the cryogel (*n* = 3), and BMDC seeding efficiency of the cryogel (*n* = 6). C,D) Viability and distribution of BMDCs in the cryogel visualized under 2D images (C, scale bars: 20 µm), and 3D images at different layers captured using CLSM (D). E) The release profile of doxorubicin (*n* = 4). F) The mRNA expression levels of Ccr7 in BMDCs 24 h after treatment with AuLPS NPs were measured by RT–qPCR. Results are expressed as fold changes relative to the corresponding levels in the untreated control group (*n* = 8). G,H) Western blot analysis (G) and confocal microscopy images (H) show CCR7 expression in BMDCs treated with AuLPS NPs for 24 h. Scale bars: 5 µm. I) The migratory capacity of BMDCs treated with AuLPS NPs in response to CCL21 was evaluated using a Transwell migration assay (*n* = 5). J) ICG+DCs retrieved from dLNs on days 0, 1, 4, and 7 after implanting ICG+AuLPS@DC in cryogels at the surgical site post‐tumor removal. Tumors were established on day‐14 by injecting 4T1 cells into BALB/c mice, surgically removed on day 0, and treated with cryogels or free DCs (control). TDLNs were analyzed for ICG+DC migration via flow cytometry (*n* = 3). K) Schematic of the experimental protocol. On day ‐14, 1 × 10⁵ 4T1 cells were injected into the mammary gland of BALB/c mice. The implanted tumor was surgically removed on day 0, and various formulations were implanted into the surgical site (Dox: 1 mg kg^−1^, BMDC: 1 × 10⁶ cells mouse^−1^). Tumors and TDLNs were analyzed on day 2. L) The mRNA expression levels of Th1‐characteristic adjuvants and inflammation‐related genes (Ifng, Il6, Cxcl2, and Ccl5) in tumors or TDLNs 48 h after treatment with cryogels containing Dox and BMDCs or Dox and AuLPS@DCs were measured by RT–qPCR. Results are expressed as fold changes relative to the corresponding levels in the untreated control group (*n* = 4 in tumors and *n* = 3 in TDLNs). M) Volcano plot showing genes differentially expressed in TNBC tumors upon treatment with cryogels containing Dox and AuLPS@DCs (Dox+AuLPS@DC) compared with untreated controls (*n* = 3). N) Gene ontological analysis of differentially expressed genes related to immune activation pathways (*n* = 3). O) Heatmap showing the expression profiles of genes associated with T‐cell activation, proliferation, and migration in Dox+AuLPS@DC‐treated tumors compared with untreated controls (*n* = 3). All data are shown as the mean ± SEM. ^*^ *p* < 0.05, ^***^ *p* < 0.001.

We further investigated whether AuLPS NPs could enhance BMDC migration to TDLNs, a critical process mediated by the CCR7/CCL21 axis.^[^ ^33^ ^]^ Our data showed a significant upregulation of CCR7 expression, both at the mRNA and protein levels, in BMDCs treated with AuLPS NPs (Figure 4F–H; Figure S5, Supporting Information). This upregulation of CCR7 suggests that AuLPS NPs play a key role in enhancing the migratory capacity of DCs. To further investigate this, we conducted an in vitro transwell migration assay where CCL21, the CCR7 ligand, was used as a chemoattractant. BMDCs, with or without AuLPS NP treatment, were placed in the upper chamber, and migration toward the CCL21 gradient in the lower chamber was quantified. The results indicated a significant increase in the migration of AuLPS NP‐treated BMDCs compared to untreated BMDCs, supporting the hypothesis that AuLPS NPs enhance CCR7‐mediated DC migration to TDLNs (Figure 4I).

Recent studies have demonstrated that immunotherapy in combination with surgery can enhance the long‐term prognosis of TNBC. Thus, we assessed the application of cryogel‐based DC immunotherapy combined with surgery in the 4T1 orthotopic TNBC model. In an orthotopic 4T1 TNBC model, we evaluated the migration of BMDCs following surgical resection of tumors. BMDCs were fluorescently labeled with indocyanine green (ICG) prior to administration and either loaded into cryogels with or without AuLPS NPs. Following tumor resection on day 14 post‐implantation, free BMDCs or BMDCs loaded in cryogels were applied at the surgical site. To minimize systemic exposure to free AuLPS NPs, the DCs were preincubated with AuLPS NPs ex vivo, followed by thorough washing to remove unbound nanoparticles before cryogel encapsulation. Migration of ICG‐labeled BMDCs to the TDLNs was then analyzed by flow cytometry at 24 h and 4 days post‐injection.

Free ICG‐labeled DCs showed rapid migration to the TDLNs at 24 h, peaking at that time point, but quickly declined to baseline by day 4 (Figure 4J). In contrast, cryogel‐loaded DCs, both with and without AuLPS NPs, showed sustained migration to the TDLNs, peaking at day 4 and remaining elevated at day 7 (Figure 4J). The migration of cryogel‐loaded BMDCs was significantly enhanced by the presence of AuLPS NPs, with CCR7 upregulation promoting more efficient migration to the TDLNs compared to BMDCs without AuLPS NPs (Figure 4J). Additionally, significantly higher activation levels of AuLPS NP‐loaded BMDCs, indicated by increased CD86 and MHCII expression, were observed within the cryogels, post‐surgical residual tumors, and TDLNs, further demonstrating that the AuLPS@DC successfully activates BMDCs (Figure S6, Supporting Information).

To test whether cryogels encapsulating Dox and AuLPS NP‐loaded DCs enhanced the production of immune‐stimulating cytokines in vivo, we applied cryogels containing Dox and BMDCs, with or without AuLPS NP loading, at the tumor resection site and measured the gene expression of immune‐stimulating cytokines in the remaining tumors and TDLNs 48 h after administration (Figure 4K). Consistent with the in vitro results, cryogels containing Dox and BMDCs loaded with AuLPS NPs (Dox+AuLPS@DC) significantly increased Th1‐associated cytokines (IFN‐γ) and pro‐inflammatory cytokines (IL‐6, CXCL2, and CCL5) in remaining tumor beds and TDLNs (Figure 4L), compared to cryogels containing Dox and unloaded BMDCs (Dox+DC), as well as the untreated control group. 

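RNA from 4T1 tumors, the mouse TNBC model of the paper, was sequenced for 3 mice treated with cryogels containing Dox and AuLPS NP-loaded BMDCs (Dox+AuLPS@DC) and 3 untreated control mice, 48 h after the cryogels were placed. In the paper's protocol the implanted tumor was removed before the cryogel was placed. The paper calls the tumor tissue studied at 48 h the remaining tumors. The sample labels give surgery on day 14 and analysis on day 16 for both groups. The control tumors carry the replicate numbers 5, 6 and 8, and the treated tumors 4, 6 and 10. The authors mapped the reads with TopHat, counted the reads on each gene with HTSeq, and deposited these counts without normalization, 1 column per tumor. The paper's methods name edgeR and DESeq2 for normalization and differential expression, with a p-value and an FDR under 0.05 after edgeR. The text does not name the edgeR test, the filter on low counts, the genome build or the strand setting of the counting. The 55536 gene IDs of the count table are those of GENCODE M21 (GRCm38), which gave the gene symbols and positions. The total count was 25458792, 30051639 and 28587363 in control tumors 5, 6 and 8, with a median of 28587363. In treated tumors 4, 6 and 10 it was 22599368, 25560734 and 26477195, with a median of 25560734. Of the 30000 genes with at least 1 count, 16002 passed edgeR's filterByExpr and were tested. The counts were normalized by TMM and compared with edgeR's quasi-likelihood test at its default arguments, with Benjamini-Hochberg adjustment over the tested genes (FDR). Expression is given as CPM, the TMM-normalized count relative to library size. The common dispersion was 0.0477, a biological coefficient of variation of 21.9% between tumors of a group. Tumors 6 of the control and treated groups are different animals, so the groups were compared without pairing. With 3 tumors per group, a two-sided exact permutation test gives no p below 0.1, and chance alone separates the groups without overlap for 10% of genes.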

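At an FDR under 0.05, 1 gene was higher in the Dox+AuLPS@DC tumors and 0 genes were lower. At an unadjusted p under 0.05 there were 1558 genes, of which 897 were higher and 661 lower. The gene past the FDR threshold was S100a9 (ENSMUSG00000056071), which lies on chromosome 3 of GRCm38 from 90692632 to 90695721. Its expression was 46.6 ± 6.77 CPM (SD, n = 3) in the treated tumors and 10.5 ± 1.55 CPM (SD, n = 3) in the control tumors. The log2 fold change was 2.15 (standard error 0.16, FDR 0.0165 from edgeR's quasi-likelihood test), and every treated tumor lay above every control tumor (two-sided exact permutation test, p = 0.1, the smallest possible). With each tumor left out in turn, the log2 fold change of S100a9 stayed between 2.05 and 2.28, and its FDR from the same edgeR test ranged from 0.0130 to 0.213. The smallest FDR of a lower gene was 0.418 in the edgeR test. The dashed lines of Fig. 4M stand at a log2 fold change of 1 and -1 and an unadjusted p of 0.05. At these thresholds, 322 genes were higher and 56 were lower, and 286 of the 322 are protein coding. Every treated tumor lay above every control tumor for 220 of the 322 genes, and below for 46 of the 56. Over all tested genes, the groups were apart for 14.0%. Of the 322 genes, 224 were highest in treated tumor 6, 59 in treated tumor 10 and 39 in treated tumor 4. In treated tumor 6, 113 of them reached at least 2 times the CPM of every other tumor, compared with 6 genes in treated tumor 4 and 1 in treated tumor 10. The FDR counts moved most with DESeq2's Wald test under its own default filtering, which gave 164 higher and 28 lower genes. The filter moved the counts at the Fig. 4M thresholds most, with 824 higher genes when no filter was applied.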

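The gene ontology sets of Fig. 4N were not analysed here. Reactome gene sets for mouse, as shipped with the fgsea package, were tested in their place by preranked gene set enrichment on the signed root of the quasi-likelihood F statistic, giving a normalized enrichment score (NES). Of the 692 sets with 15 to 500 tested genes, 140 were raised and 155 lowered at an FDR under 0.05. This test permutes genes, which are not independent replicates. When camera, with the correlation between genes estimated from each set, was used in its place, 0 sets passed in either direction. Among the Reactome sets named in this paragraph, this camera setting gave 1 raised and 0 lowered at an unadjusted p under 0.05. For humoral immunity, the complement cascade (20 genes) had an NES of 2.05 (FDR 5.17e-04 from fgsea), which became -1.27 (FDR 0.301) when treated tumor 6 was left out. Signaling by the B cell receptor (163 genes) had an NES of 1.07 (FDR 0.495). T-cell receptor signaling (51 genes) had an NES of -0.60 (FDR 1), with 24 genes higher in the treated tumors. Its NES was 0.45 with RLE normalization and reached an FDR under 0.05 under none of the 13 fgsea alternatives. Costimulation by the CD28 family (44 genes) had an NES of 0.61 (FDR 1). For Th1 immunity, interferon gamma signaling (80 genes) had an NES of 1.38 (FDR 0.0862). A list of 12 Th1 and interferon gamma response genes, written before the data were examined, had a mean log2 fold change of -0.02 (FDR 0.448 from camera with an inter-gene correlation of 0.01, over 21 marker lists), and 6 of the genes were higher. The Th2 list, also written beforehand, had a mean of 0.62, with 6 of its 8 tested genes higher. Its FDR was 0.0343 from the same camera test and 0.452 with the correlation estimated. The Th2 mean was 0.16 without treated tumor 6. Among the other immune sets, chemokine receptors binding chemokines (38 genes, 31 of them higher) had an NES of 2.34 (FDR 1.29e-06), and passed an FDR of 0.05 in the 13 alternatives tested with fgsea, but had an FDR of 0.688 from camera with the correlation estimated. The innate immune system (461 genes) had an NES of 1.51 (FDR 2.21e-04), which fell to 1.17 (FDR 0.187) without treated tumor 6. Immunoregulatory interactions between a lymphoid and a non-lymphoid cell (53 genes) had an NES of 2.00 (FDR 1.85e-04), and passed in 11 of 13 fgsea alternatives, with an FDR of up to 0.132. Reactome holds the adaptive immune system as a larger set of 368 genes, with an NES of 1.18 (FDR 0.178), and a smaller set of 31 genes, which is identical to its smaller set for antigen cross-presentation, with an NES of 1.78 (FDR 0.00829). This antigen cross-presentation list passed in 8 of 13 fgsea alternatives, and its NES fell to 0.84 (FDR 0.844) without treated tumor 10. Toll-like receptor cascades (103 genes) had an NES of 1.15 (FDR 0.322). The raised sets with the largest NES were GPCR ligand binding at 2.82, extracellular matrix organization at 2.80 and class A 1 rhodopsin-like receptors at 2.76. The lowered sets with the largest negative NES were cell cycle at -3.48, mitotic cell cycle at -3.40 and mitotic prometaphase at -3.34.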

Transcriptome analysis of TNBC tumors 48 h post‐administration revealed extensive immune activation, with 340 upregulated genes (Figure 4M), particularly those involved in humoral immune responses, T‐helper 1 (Th1) immunity, and T‐cell receptor signaling (Figure 4N). Notably, genes associated with T‐cell activation, proliferation, and migration were significantly enriched, suggesting enhanced T‐cell‐mediated antitumor immunity (Figure 4O).

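The heatmap of Fig. 4O draws 18 genes, and all 18 had a higher mean in the treated tumors, with log2 fold changes from 0.53 to 2.76 and a median of 1.64. At an unadjusted p under 0.05 there were 12 of them, and at an FDR under 0.05 over all tested genes 0, with FDRs from 0.363 to 0.639 in edgeR's quasi-likelihood test. Adjusted over the 18 genes alone, 9 passed, although the paper drew this list from the same tumors. Every treated tumor lay above every control tumor for 9 of the 18. Treated tumor 6, which also had the highest adipocyte markers of the 6 tumors, was the highest tumor for 16 of the 18 genes and at least 2 times every other tumor for 11. Without it, the mean remained higher for 16 genes and the median log2 fold change was 0.53 in a fit on 5 tumors. Il6 (chromosome 5, 30013114 to 30019981) rose in all 3 treated tumors by similar amounts, at 5.09 ± 0.19 CPM (SD, n = 3) compared with 1.32 ± 0.45 CPM (SD, n = 3) in control tumors. Its log2 fold change was 1.94 (standard error 0.30, FDR 0.363 from edgeR). Ccl3 (chromosome 11, 83647844 to 83649355) had a log2 fold change of 1.66 (standard error 0.43) and Ccl4 (chromosome 11, 83662584 to 83664683) of 1.26 (standard error 0.29), each above all control tumors in every treated tumor. For Cxcl13 (chromosome 5, 95956951 to 95961068), the CPM was 18.7 in treated tumor 6, 0.944 and 1.48 in treated tumors 4 and 10, and 0.384 to 2.34 in the control tumors. Its log2 fold change of 2.36 (standard error 1.15) became -0.16 without treated tumor 6. Tnfsf18 (chromosome 1, 161494655 to 161505290), with 1 to 163 counts per tumor, had a log2 fold change of 2.62 (standard error 1.31), which became -0.087 without that tumor. Ccl8 (chromosome 11, 82115185 to 82116799) reached 237 CPM in treated tumor 6 and 34.7 and 33.5 CPM in treated tumors 4 and 10, within the control range of 11.6 to 40.5 CPM. The Ccl genes are members of a gene family, and how reads matching similar members were counted was not tested here. Ccl2, Ccl6, Pdgfd and Cd7 overlap the annotated genes Gm17268, E230016K23Rik, Ddi1 and Gm11775, and are uncertain to that extent. From the genes of Fig. 4O, the paper proposes that T-cell-mediated antitumor immunity was enhanced.

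**Figure D1:**
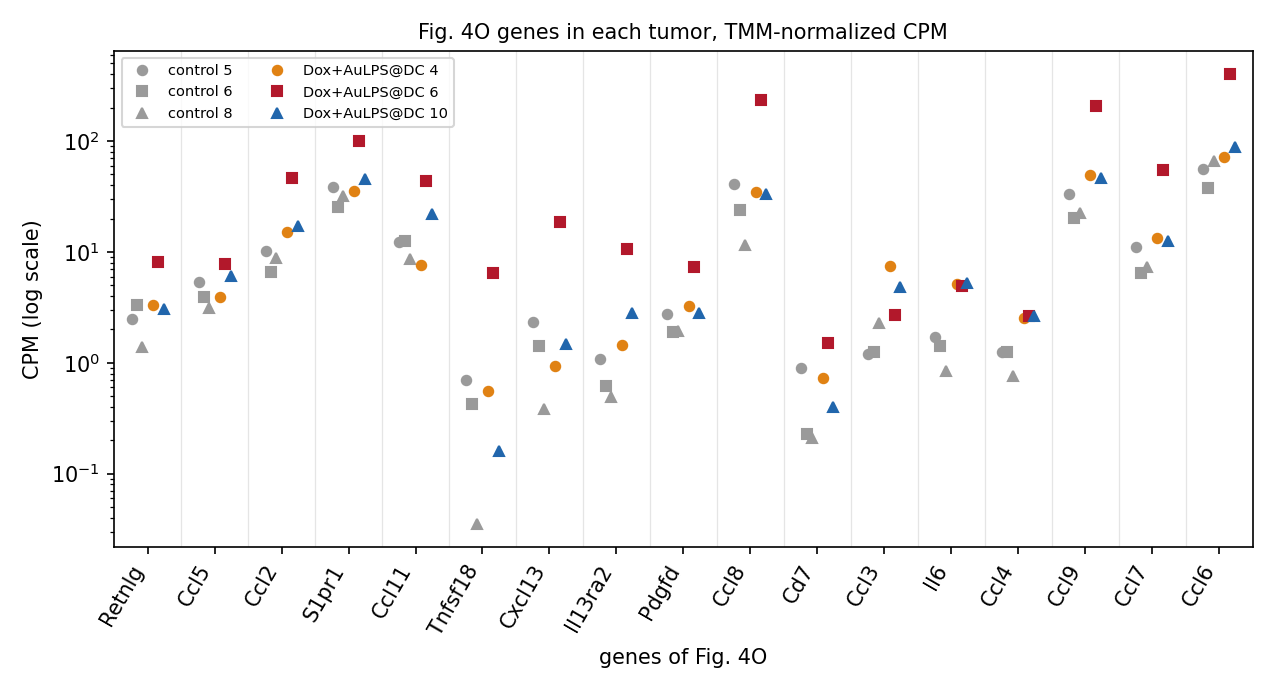
TMM-normalized CPM (log axis) of the Fig. 4O genes, of which 1 is left out, in each tumor. Each point is 1 tumor, gray for the 3 control tumors and colored for the 3 Dox+AuLPS@DC tumors. Treated tumor 6 is the highest tumor for most of the genes drawn, while Il6 and Ccl4 lie close together in the 3 treated tumors.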

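A list of 22 T-cell marker genes, written before the data were examined, had a mean log2 fold change of 0.27 (FDR 0.210 from camera over the 21 lists), and 18 of the genes had a higher mean in the treated tumors. Treated tumor 6 was the highest tumor for 17 of the 22 genes. The mean became -0.27 when it was left out, with an FDR of 0.0525 from camera. It rose to 0.43, 0.48 and 0.46 when control tumor 6, treated tumor 4 or treated tumor 10 was left out, with FDRs of 0.0269, 0.0253 and 0.0198 from camera. The mean log2(CPM + 1) of the list was 1.80, 2.66 and 1.82 in treated tumors 4, 6 and 10, and 2.05, 2.13 and 1.68 in control tumors 5, 6 and 8. A list of cytotoxic genes, of which 11 were tested, had a mean log2 fold change of -0.24 (FDR 0.185 from camera), with 3 genes higher. Its mean was -0.40 without treated tumor 6. Cd3e (chromosome 9, 44998740 to 45009627, overlapping Gm48719 and Gm48720) had 2.59 ± 1.95 CPM (SD, n = 3) in the treated and 2.53 ± 0.74 CPM (SD, n = 3) in the control tumors, a log2 fold change of 0.04 (standard error 0.52, FDR 0.988 from edgeR). The change was negative without control tumor 8 (-0.19), without treated tumor 6 (-0.77) and with the adipocyte score as a covariate (-0.39), a setting added after the values were seen. Cd4 (chromosome 6, 124864692 to 124888221) had a log2 fold change of 0.38 (standard error 0.49, FDR 0.814 from edgeR), and was highest in treated tumor 6 at 9.07 CPM. Cd8a (chromosome 6, 71373427 to 71379173) had a log2 fold change of -0.23 (standard error 0.29, FDR 0.810 from edgeR). Each of these differences was smaller than the larger SD of its groups, and the groups overlapped for each of the 3 genes. The activation and effector genes Gzmb, Prf1 and Pdcd1 had log2 fold changes of -0.18, 0.45 and -0.19, with overlapping groups.

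**Figure D2:**
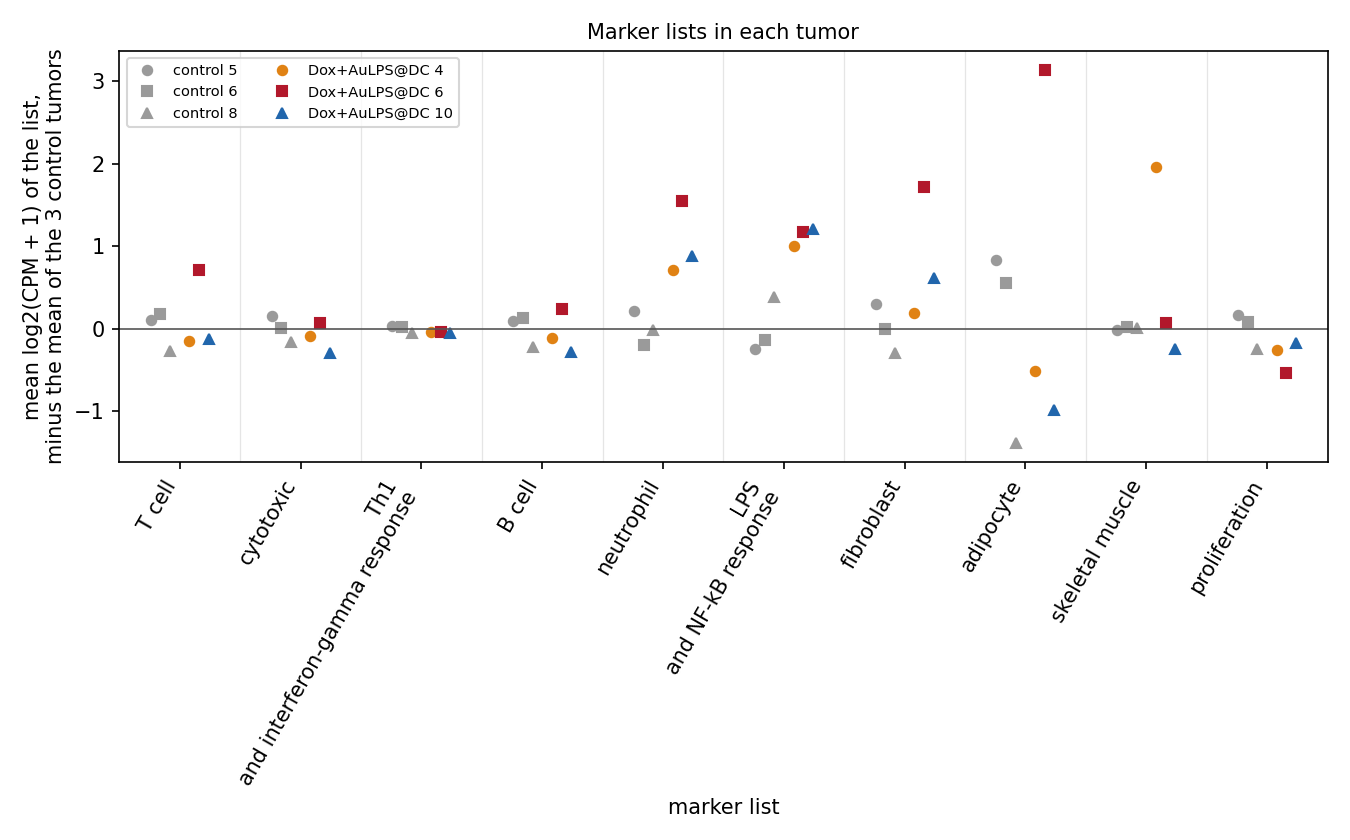
Mean log2(CPM + 1) of each marker list in each tumor, minus the mean of the 3 control tumors. Each point is 1 tumor, gray for control and colored for Dox+AuLPS@DC tumors. On the T-cell list treated tumor 6 is above the other 5 tumors, while treated tumors 4 and 10 lie within the control tumors.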

The integration of AuLPS NPs into DCs not only enhances DC migration and activation but also reshapes the TME by promoting robust T‐cell‐mediated immunity. These findings highlight the potential of Dox+AuLPS@DC cryogels as a promising strategy for post‐surgical TNBC immunotherapy.

### 2.4 Cryogel‐Based DC Immunotherapy Suppresses Tumor Recurrence and Metastasis by Enhancing DC and Cytotoxic T‐Cell Activation in Post‐Surgical TNBC

We then evaluated whether cryogel‐based DC immunotherapy augmented the antitumor immune response in the 4T1 orthotopic TNBC model after the administration of different formulations at the surgical removal site (**Figure** **5**A). The cryogel encapsulating Dox and BMDCs loaded with AuLPS NPs (Dox+AuLPS@DC) significantly slowed tumor growth and improved overall survival in the clinically relevant post‐surgical TNBC model compared to the empty cryogel, Dox in cryogel (Dox), AuLPS@DC in cryogel (AuLPS@DC), or Dox and unloaded DC in cryogel (Dox+DC) (Figure 5B,C). Because mice bearing orthotopic 4T1 tumors develop metastases in the lungs, we further evaluated its effect on metastasis. We observed that Dox+AuLPS@DC in cryogel significantly suppressed distal lung metastasis in the TNBC model (Figure 5D,E). We then evaluated changes in TME in the 4T1 orthotopic TNBC model after the administration of different formulations at the surgical removal site. Our findings demonstrate that the cryogel encapsulating Dox and BMDCs loaded with AuLPS NPs (Dox+AuLPS@DC) significantly increased the proportion of DCs (CD45^+^CD11c^+^) in tumors (Figure 5F; Figure S7, Supporting Information) and the activation of DCs (CD86^+^MHCII^+^) in both tumors and TDLNs (Figure 5G; Figure S7, Supporting Information) compared to surgery alone. In addition, Dox+AuLPS@DC in cryogel moderately increased the proportion of cytotoxic T cells (CD3^+^CD8^+^) (Figure 5H; Figure S7, Supporting Information) in tumors and enhanced activation (CD8^+^IFN‐γ^+^ or CD8^+^Granzyme B^+^) (Figure 5I; Figure S7, Supporting Information) of cytotoxic T cells in both tumors and TDLNs. The number of CD3^+^CD4^+^ T cells in both tumors and TDLNs remained unchanged (Figure S8, Supporting Information).

**Figure 5:**
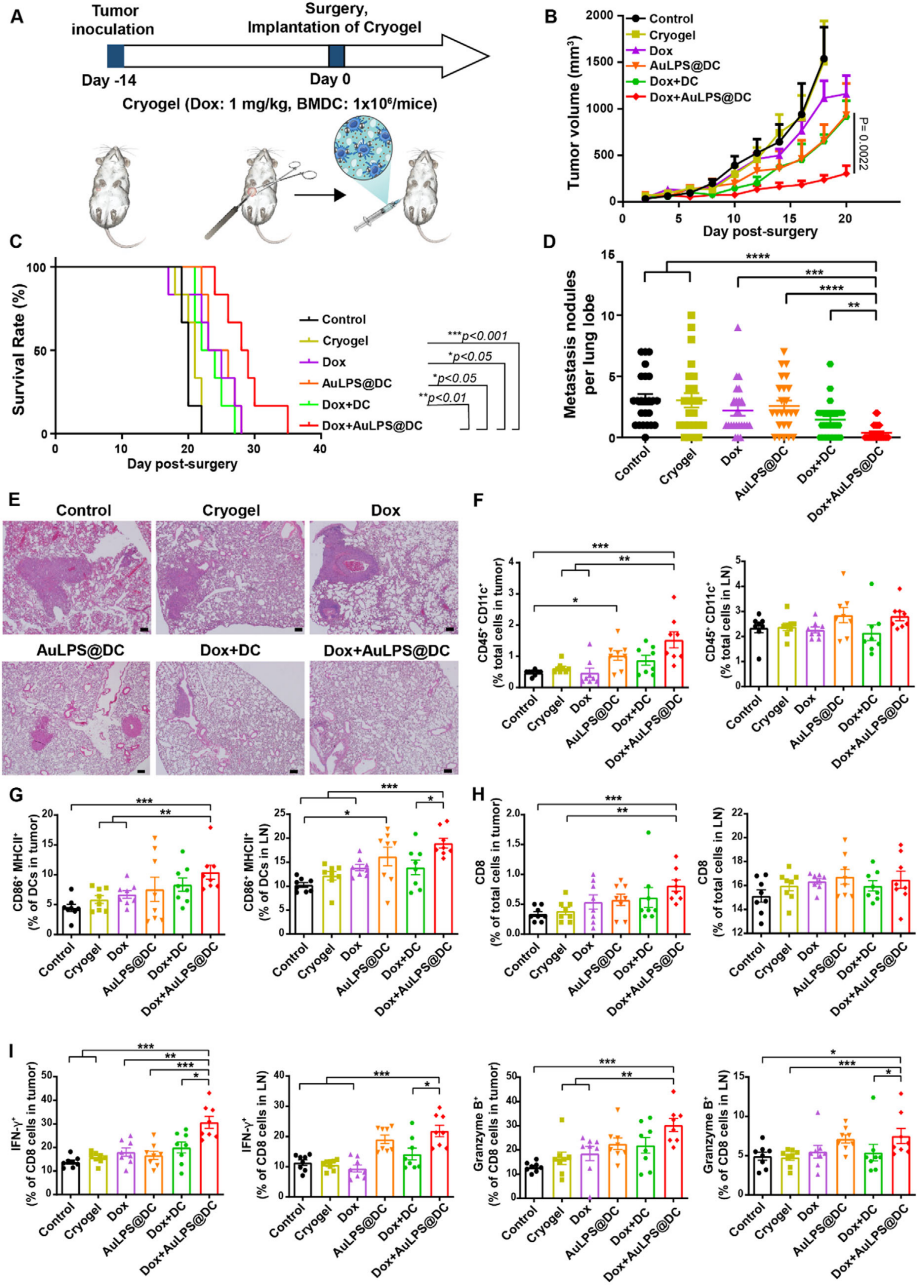
The cryogel containing AuLPS@DC and Dox inhibits postsurgical tumor recurrence in orthotopic TNBC and induces potent antitumor immunity. A) Schematic of the experimental protocol. On day ‐14, 1 × 10⁵ 4T1 cells were injected into the mammary gland of BALB/c mice. The implanted tumor was surgically removed on day 0, and various formulations were implanted into the surgical site (Dox: 1 mg kg^−1^, BMDC: 1 × 10⁶ cells mouse^−1^). Tumors and TDLNs were analyzed on day 14. B) The growth curve shows primary tumor regrowth after resection in the 4T1 TNBC model. C) Overall survival in the 4T1 TNBC model (*n* = 6). A comparison of survival curves was performed using the log‐rank Mantel–Cox test (two‐sided). D) Quantification of pulmonary metastatic nodules in mice on day 14 post‐surgery following treatment with various formulations (*n* = 24 lung lobes from 8 mice). E) Hematoxylin and eosin‐stained images showing metastatic tumor nodules in the lungs. Scale bars, 200 µm. F–I) Flow cytometry analysis of DCs (CD45⁺CD11c⁺) (F), activated DCs (CD86⁺MHCII⁺) (G), CD8⁺ T lymphocytes (CD3⁺CD8⁺) (H), and activated CD8⁺ T lymphocytes (IFN‐γ⁺ and granzyme B in CD8⁺) (I) in tumors and tumor‐draining lymph nodes (TDLNs) of mice (*n* = 8). All data are shown as the mean ± SEM. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

The PD‐1/PD‐L1 pathway, commonly exploited by tumors, dampens T‐cell activity and has become a key target in cancer immunotherapy. While PD‐1/PD‐L1 blockade can activate T‐cell function, its efficacy as monotherapy remains limited in TNBC. To overcome this limitation, we incorporated anti‐PD‐1 antibody alongside Dox and AuLPS@DC into the cryogel, aiming to reprogram the immunosuppressive TME and enhance checkpoint blockade efficacy. The cryogels successfully incorporated an immune checkpoint inhibitor, the anti‐PD‐1 antibody, achieving a high loading efficiency of 58.22 ± 4.19%. Similar to the results for Dox, we observed continuous release of anti‐PD‐1 antibody from the cryogels over a period of 7 days under physiological conditions (pH 7.4) (**Figure** **6**A).

**Figure 6:**
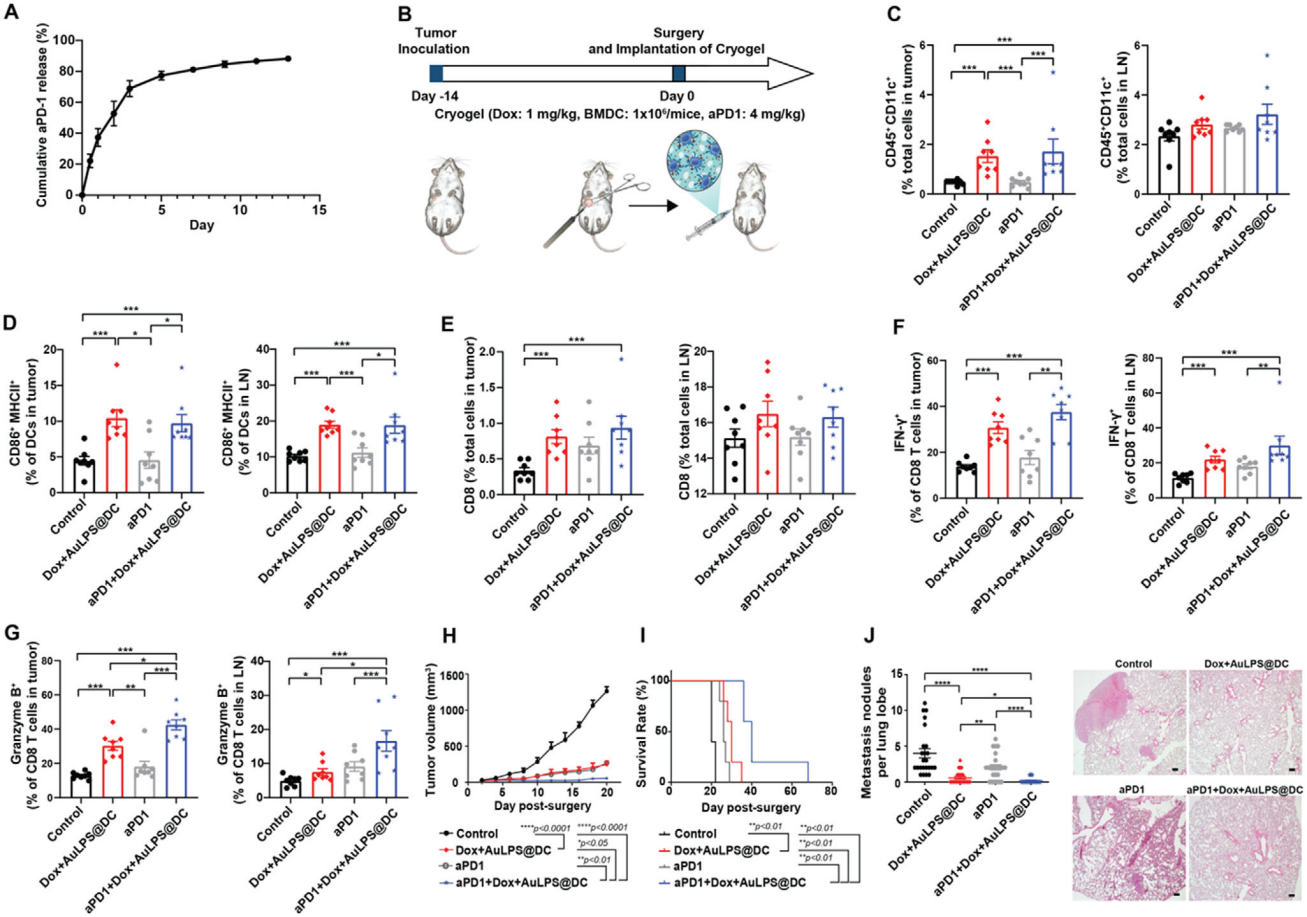
The cryogel containing AuLPS@DC, Dox, and an immunomodulator (anti‐PD‐1 antibody) shows the synergistic effect to achieve potent antitumor immunity and prevent postsurgical tumor recurrence in orthotopic TNBC. A) Release of Alexa Fluor 488 – anti‐PD‐1 from cryogel under physiological conditions (pH 7.4) (*n* = 3). B) Schematic of the experimental protocol. On day ‐14, 1 × 10^5^ 4T1 cells were injected into the mammary gland of BALB/c mice. The implanted tumor was surgically removed on day 0, and various formulations were implanted into the surgical site (Dox: 1 mg kg^−1^, BMDC: 1 × 10^6^ cells mouse^−1^, aPD1: 4 mg kg^−1^). Tumors and TDLNs were analyzed on day 14. (C‐G) DCs (CD45^+^CD11c^+^) C), activated DCs (CD86^+^MHCII^+^) D), CD8^+^ T lymphocytes (CD3^+^CD8^+^) E) and activated CD8^+^ T lymphocytes (IFN‐γ^+^ and granzyme B in CD8^+^) F,G) in tumor and tumor‐draining lymph nodes (TDLNs) of mice were detected by flow cytometry (*n* = 8). The data for the Control and Dox+AuLPS@DC groups presented in panels (C‐G) are shared with those shown in Figure 5F–I, as the experimental setups were identical. H) The growth curve shows the primary tumor re‐growth post‐resection in the 4T1 TNBC model. I) The overall survival in the 4T1 TNBC model (*n* = 5). A comparison of survival curves was performed using a log‐rank Mantel–Cox test (two‐sided). J) Quantification of pulmonary metastatic nodules in mice on day 14 post‐surgery following treatment with various formulations (*n*  =  24 lung lobes from 8 mice). Hematoxylin and eosin‐stained images showing metastatic tumour nodules in the lung. Scale bars, 200 µm. All data are shown as the mean ± SEM. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

We further investigated whether co‐encapsulation of the therapeutic anti‐PD‐1 antibody in the cryogels could synergize with Dox and AuLPS@DC in cryogels paired with surgery, aiming to generate a potent immune response and suppress cancer progression post‐tumor resection (Figure 6B). Our findings demonstrate that Dox+AuLPS@DC in cryogel with or without anti‐PD‐1 antibody in the cryogel significantly increased the proportion (CD45^+^CD11c^+^) (Figure 6C) of DCs in tumors and activation (CD86^+^MHCII^+^) (Figure 6D) of DCs in both tumors and TDLNs compared to surgery alone. Furthermore, when we incorporated the anti‐PD‐1 antibody into cryogel‐based DC immunotherapy (aPD1+Dox+AuLPS@DC in cryogel), it not only increased the proportion of CD3⁺CD8⁺ cytotoxic T cells within the tumor (Figure 6E) but also enhanced their activation, as evidenced by elevated expression of IFN‐γ and Granzyme B in both the tumors and TDLNs (Figure 6F,G). Our result highlights the potential of combining an anti‐PD‐1 antibody in cryogel‐based DC immunotherapy to enhance the antitumor immunity. As a result, aPD1+Dox+AuLPS@DC in cryogel significantly slowed tumor growth (Figure 6H), improved overall survival (Figure 6I), and suppressed distal lung metastasis (Figure 6J) than cryogel formulations containing either the anti‐PD‐1 antibody alone or the Dox+AuLPS@DC in cryogel. Collectively, our findings suggest that cryogel‐based DC immunotherapy, loaded with Dox, AuLPS@DC, and anti‐PD‐1 antibody, can stimulate robust antitumor immunity and suppress cancer recurrence in the postsurgical 4T1 TNBC model.

### 2.5 Systemic Safety Evaluation of Cryogel‐Based DC Immunotherapy In Vivo

To assess the in vivo safety of aPD‐1+Dox+AuLPS@DC in cryogel, the levels of serum aspartate transaminase (AST), alanine transaminase (ALT), alkaline phosphatase (ALP), creatinine (CREA), and blood urea nitrogen (BUN) were examined in BALB/c mice treated with the formulation. Compared to the healthy control group, no significant changes in hepatic enzyme levels [AST, ALT, and ALP] or renal function indices (BUN and CREA) were observed following aPD‐1+Dox+AuLPS@DC in cryogel treatment (**Figure** **7**A). Evaluation of systemic toxicities by H&E staining showed no histopathological changes in the major visceral organs after treatment with aPD‐1+Dox+AuLPS@DC in cryogel (Figure 7B), providing clear evidence of the absence of significant in vivo toxicity.

**Figure 7:**
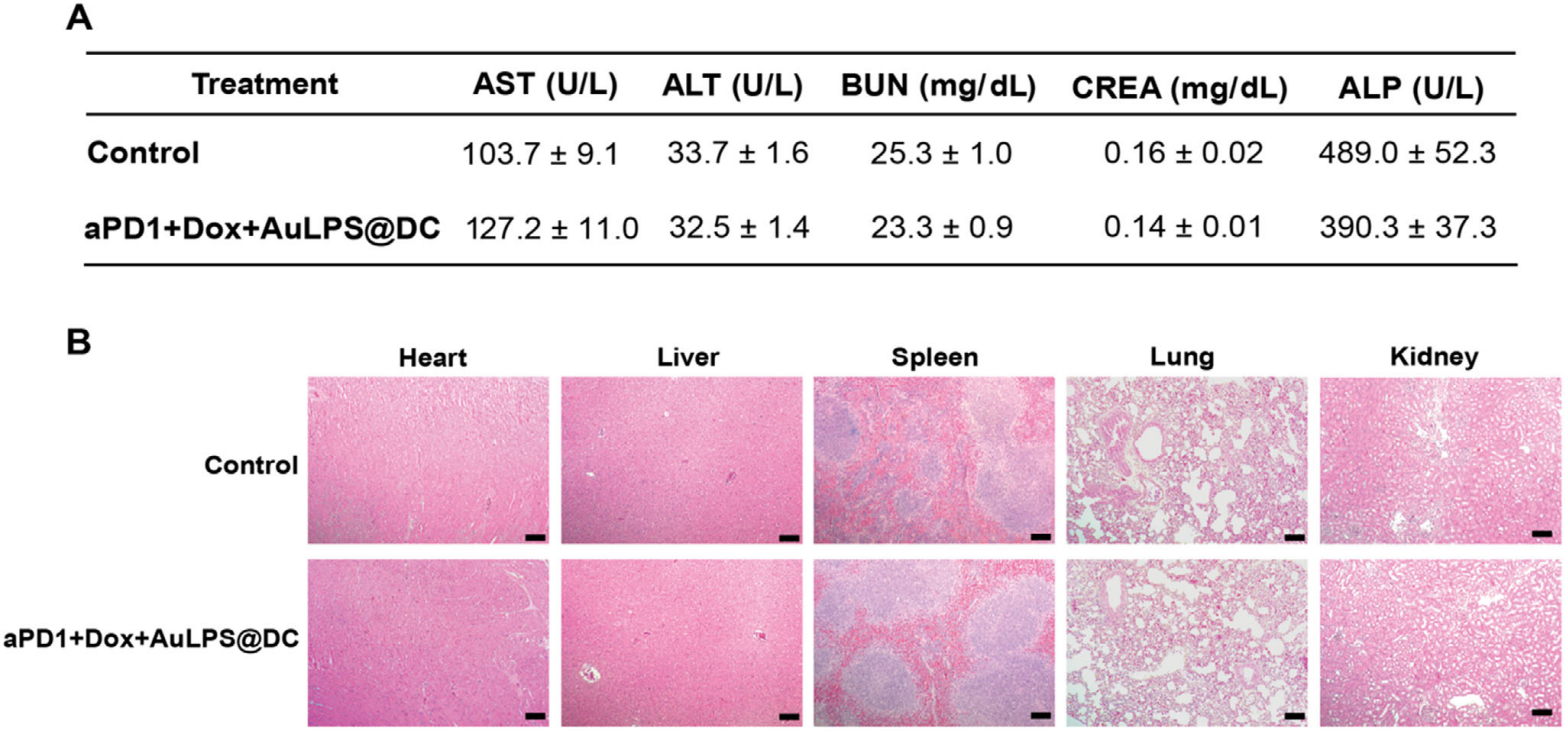
Toxicity profile of aPD1+Dox+AuLPS@DC in cryogel. A) Serum was collected from healthy BALB/c mice 24 h after subcutaneous injection of aPD1+Dox+AuLPS@DC in cryogel to evaluate hepatic enzyme levels and renal function markers. Abbreviations: ALT, alanine aminotransferase; AST, aspartate aminotransferase; ALP, alkaline phosphatase; BUN, blood urea nitrogen; CREA, creatinine (*n* = 7). Data are shown as the mean values ± SEM. B) Evaluation of systemic toxicity by H&E staining showing no histopathological changes in the major organs 24 h after subcutaneous injections of aPD1+Dox+AuLPS@DC in cryogel. Scale bar = 100 µm.

## 3 Conclusion

This study highlights the potential of cryogel‐based DC immunotherapy incorporating AuLPS‐loaded DCs (AuLPS@DC), Dox, and an anti‐PD‐1 antibody as an effective post‐surgical strategy for TNBC. Following implantation at the surgical site, Dox induces ICD, releasing tumor antigens that are captured by AuLPS@DCs within the cryogel, enabling local antigen sensing and in situ DC activation. These DCs mature and migrate to TDLNs via the CCR7/CCL21 axis, promoting a robust expansion of CD8⁺ cytotoxic T cells. Incorporation of PD‐1 blockade further enhances T cell activation and supports durable antitumor immunity. A single administration of aPD‐1+Dox+AuLPS@DC cryogel significantly delayed tumor recurrence, suppressed lung metastasis, and prolonged survival compared to other treatment groups. The sustained local release of immune‐modulating agents minimized systemic toxicity. Overall, this triple‐component cryogel platform offers a clinically translatable post‐surgical immunotherapy capable of sustained immune activation and long‐term tumor control, representing a promising approach for improving TNBC outcomes.

## 4 Experimental Section

### Additional Materials and Methods

Additional materials and methods were included in the online Supporting Information (see online Supplemental Materials and Methods).

### Cells and Materials

The murine cell line 4T1 was purchased from the Bioresource Collection and Research Center (BCRC, Hsinchu, Taiwan) and cultured in high‐glucose Dulbecco's modified Eagle's medium (DMEM, SH30022.01, HyClone, GE Healthcare Life Sciences, USA) containing 10% fetal bovine serum (FBS, SH30084.03, HyClone, GE Healthcare Life Sciences, USA) and 1% penicillin/streptomycin solution. The G4NH₂ dendrimer, HAuCl₄, and LPS (Escherichia coli 0111:B4) were obtained from Sigma, Inc. (San Diego, CA, USA).

### Preparation of AuLPS NPs

The AuLPS nanoparticles (AuLPS NPs) were prepared by co‐assembling hydrophilic gold nanodots (AuNDs–NH₂) with lipopolysaccharide (LPS) to form stable nanovesicles. To synthesize AuNDs–NH₂, 200 µL of 150 mm HAuCl₄ was added to 20 mL of deionized water containing G4NH₂ dendrimers. The mixture was incubated at 4 °C overnight and then subjected to microwave irradiation at 120 °C for 30 min using a CEM Discover LabMate system. The resulting gold nanodots were purified by filtration through a 3 kDa molecular weight cutoff (MWCO) membrane filter, and residual AuCl₄ was removed via anion exchange chromatography (Fractogel EMD TMAE Hicap, Merck). For AuLPS NP assembly, AuNDs–NH₂ (10 mg mL^−1^) were mixed with LPS (100 µg mL^−1^) in serum‐free medium, following a protocol adapted from a previous publication.^[^ ^26^ ^]^

### Synthesis of GelMA and GelMA Cryogel

GelMA was synthesized by dissolving type A porcine skin gelatin (Sigma) (10% w/v) in PBS with stirring at 50 °C for 1 h. Methacrylic anhydride (Sigma) was added dropwise at a final volume ratio of 1:4 (methacrylic anhydride:gelatin solution). The solution was stirred at 50 °C for 1 h and then diluted 5 × with PBS. The resulting mixture was dialyzed in 12–14 kDa molecular weight cutoff tubing (Spectrum Labs) for four days against distilled water (dH₂O), with frequent water replacement. The dialyzed solution was then lyophilized, and the resulting GelMA was stored at −20 °C until use.

Cryogels were formed by dissolving GelMA in dH₂O at 0.75% (w/v) in the presence of 0.5% (w/v) ammonium persulfate (APS; Sigma) and 0.1% (w/v) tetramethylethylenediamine (TEMED; Sigma). Next, 250 µL of the prepolymer solution was pipetted into a cylindrical glass mold (8 mm diameter) and placed in a freezer set at −20 °C. Cryopolymerization was allowed to proceed for 18 h, after which the resulting cryogels were thawed and hydrated in dH₂O before use.

For the preparation of Dox‐loaded cryogels, 25 µg of doxorubicin was added to 300 µL of 0.75% (w/v) GelMA solution prior to polymerization. After gelation, the cryogels were washed with 1 mL of PBS for 20 min to remove unencapsulated drug. To prepare Dox and AuLPS@DC‐loaded cryogels, 4 × 10⁶ BMDCs were cultured with AuLPS NPs in 10 mL of medium for 24 h. After incubation, 1 × 10⁶ AuLPS‐treated BMDCs were seeded onto the doxorubicin‐loaded cryogels and allowed to adhere for 2 h prior to implantation.

### Bone Marrow‐Derived Dendritic Cell Culture and Treatment

Primary bone marrow cells were isolated from femurs and tibias of 6‐ to 12‐week‐old BALB/cByJ (BALB/c) mice after euthanasia. The bones were washed in 10% ethanol and placed in a petri dish containing sterilized PBS. Both epiphyses were removed using sterilized scissors and forceps. Bone marrow was flushed out using a syringe filled with isolation medium (RPMI supplemented with 10% heat‐inactivated FBS, 1% P/S, and 50 µm β‐mercaptoethanol) into another petri dish. A plastic pipette was used to homogenize the bone marrow. The sample was centrifuged at 1500 rpm for 5 min, washed with PBS, and the pellet was gently resuspended in isolation medium before being filtered through a 70 µm filter. Bone marrow cells were then seeded at a density of 4 × 10⁶ cells per plate and differentiated into dendritic cells in the presence of GM‐CSF (20 ng mL^−1^) for seven days. Bone marrow‐derived dendritic cells (1.2 × 10⁶ cells) were seeded in a 12‐well plate and treated with different formulations for 24 h. RNA was then extracted for quantitative PCR.

For in vitro study of STING activation and DC maturation, tumor cells were cultured overnight in 12‐well plates at an initial seeding density of 2 × 10⁵ cells. The next day, they were treated for 12 h with culture media containing either a control substance or doxorubicin (Dox). After treatment, the supernatants from these tumor cells were collected and used to incubate bone marrow‐derived dendritic cells (BMDCs) for 24 h. BMDCs were initially seeded at a density of 5 × 10⁵ cells per well in 12‐well plates and pretreated with different formulations for 24 h before exposure to the tumor cell supernatants. After treatment, dendritic cells were harvested for flow cytometry, stained with specific antibodies, or lysed for subsequent Western blot analysis.

### Animals and Tumor Models

BALB/cByJ female mice were purchased from the National Laboratory Animal Center (Taipei, Taiwan). To establish tumor models, 4T1 cells (1 × 10⁵ cells in 40 µL PBS) were subcutaneously injected into the right fourth mammary gland of 5‐ to 6‐week‐old BALB/cByJ female mice. Two weeks after tumor inoculation, surgery was performed to remove the tumors, and the cryogel was immediately implanted at the tumor site.

To analyze post‐treatment changes in immune cell profiles in tumors and tumor‐draining lymph nodes (TDLNs), mice were sacrificed two weeks after cryogel implantation. To evaluate spontaneous pulmonary metastasis, lungs were harvested and analyzed on day 14 post‐surgery from mice treated with the various formulations. All animals received humane care in compliance with the *Guide for the Care and Use of Laboratory Animals* published by the National Academy of Sciences. All study procedures and protocols were approved by the Animal Research Committee of National Tsing Hua University (Hsinchu, Taiwan).

### Next‐Generation Sequencing Gene Expression Analysis

The integrity of RNA extracted from the treatment and control groups using the RNeasy Kit (Qiagen) was evaluated with the RNA Nano6000 assay kit (Agilent Technologies, CA, USA). Library preparation and sequencing were conducted by Biotools Co., Ltd. The output data (FASTQ files) were mapped to the target genome using TopHat v2.0.12. HTSeq v0.6.1 was then used to count the number of reads mapped to each gene. The FPKM of each gene was subsequently calculated based on the gene length and the read counts mapped to that gene.

Gene expression values were calculated using read counts obtained from the alignment analysis. For relative gene expression analysis, normalization and differential expression gene (DEG) analysis were performed using edgeR (v3.28.1) and DESeq2 (v1.26.0). After edgeR analysis, genes with a *p*‐value and false discovery rate (FDR) < 0.05 were considered significantly differentially expressed. The ClustVis free web server and GSEA were used to analyze differential expression heatmaps and biological variability, respectively. The data were submitted to and approved by the Gene Expression Omnibus (GEO) with accession number GSE289340.

### IL‐12 and IL‐10 Enzyme‐Linked Immunosorbent Assay (ELISA)

BMDCs (5 × 10⁵ cells per well; 12‐well plate) were treated with different formulations for 12 or 24 h. IL‐12 and IL‐10 concentrations in the medium were determined using a mouse IL‐12 or IL‐10 ELISA kit (R&D Systems, Inc.), following the manufacturer's instructions.

### Transwell Assay for BMDC Migration

The migration assay was performed using 24‐well Transwell plates containing 8‐µm pore‐size polycarbonate filters (Corning, Life Sciences). CCL21 (50 ng mL^−1^ in a total volume of 600 µL) was added to the lower chambers. Mature dendritic cells (mDCs) were added to the upper chamber (1 × 10⁵ cells in a total volume of 100 µL) and incubated for 12 h at 37 °C. The number of migrated DCs in the lower chamber was determined. The number of spontaneously migrated DCs in the absence of chemokine was subtracted as background.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Cryogel‐Based Dendritic Cell Immunotherapy for Post‐Surgical Breast Cancer Treatment
**Source:** Adv Sci (Weinh). 2025 Jul 11;12(37):e03238. doi: 10.1002/advs.202503238

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/advs.202503238

Cryogel-Based Dendritic Cell Immunotherapy for Post-Surgical Breast Cancer Treatment

*Lam-Duc-Huy Nguyen, Sheng-Liang Cheng, Yu-Ting Yen, Hsin-Mei Lee, Te-Haw Wu, Jane Wang\*, Shu-Yi Lin\* and Yunching Chen\**

## Supporting Information

### **Cryogel-based dendritic cell immunotherapy for post-surgical breast cancer treatment**

*Lam-Duc-Huy Nguyen<sup>1,2,#</sup>, Sheng-Liang Cheng<sup>1,3 #</sup>, Yu-Ting Yen<sup>4,#</sup>, Hsin-Mei Lee<sup>1</sup>, Te-Haw Wu<sup>5,6</sup>, Jane*

*Wang<sup>2\*</sup>, Shu-Yi Lin<sup>5,6\*</sup>, Yunching Chen<sup>1,6\*</sup>*

## Supplementary Method and Materials

### Transmission Electron Microscopy

The mixtures of LPS and AuNDs-NH<sub>2</sub> were prepared in DI water. Samples were mounted on a 400-mesh Cu grid with a carbon support and stained with a 2% uranyl acetate solution. Excess uranyl acetate was removed using filter paper, and the grid was dried before transmission electron microscopy imaging. Measurements were performed using a Hitachi H-7650 (Japan) at 100 kV and a field emission gun transmission electron microscope at 200 keV (JEOL, JEM-2100F, Japan).

### Flow Cytometry

To assess DC maturation *in vitro*, BMDCs ( $5 \times 10^5$  cells/well; 12-well plate) were treated with conditioned medium from Dox-treated 4T1 cells (Dox), AuLPS NPs, or a combination of both for 24 h. The cells were then detached and stained with the following antibodies: CD45-FITC (no. 30-F11), CD11c-APC (no. 550261), and CD86-PE-Cy7 (no. 560582) from BD Biosciences (California, USA); MHC II-APC-eFluor780 (no. 47-5321-82) from eBioscience (California, USA). DC activation was determined by analyzing the co-expression of CD86 and MHC II, markers associated with DC activation, within the CD45<sup>+</sup>/CD11c<sup>+</sup> DC population.

To assess post-treatment changes in immune cell profiles, tumor-bearing mice were perfused via intracardiac injection of PBS. Tumor tissues, lymph nodes, and cryogels were harvested and minced. Tumor tissues and cryogels were further digested at 37°C for 1 h in RPMI containing collagenase type 1A (1.5 mg/mL) and hyaluronidase (1.5 mg/mL). Digestion mixtures were filtered through 40-μm cell strainers. Single-cell suspensions were incubated with immunostained antibodies, washed, and resuspended in cold buffer (1% BSA in PBS). A 7AAD reagent (eBioscience) was added to the stained tubes (5 μL/tube) immediately before flow cytometry analysis. Flow cytometry data were acquired on an LSRII flow cytometer (Becton Dickinson) and

analyzed using FACSDiva™ software. The gating strategy for flow cytometry analysis can be found in **Figure S9**.

The following monoclonal anti-mouse antibodies were used: CD4-PE (no. RM4-5), CD3-APC (no. 145-2C11), CD8-PE-Cy7 (no. 53-6.7), CD45-FITC (no. 30-F11), CD11c-APC (no. 550261), CD86-PE-Cy7 (no. 560582), MHC II-PE, Granzyme B-FITC (no. 561998), and IFN $\gamma$ -APC-Cy7 (no. 561479) from BD Biosciences (California, USA); MHC II-APC-eFluor780 (no. 47-5321-82) from eBioscience (California, USA).

### Real-Time PCR

RNA was extracted using TRIzol™ Reagent (Invitrogen, 15596018, USA) according to the manufacturer's instructions. Total RNA was then reverse-transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, USA) in a SimpliAmp Thermal Cycler (Thermo Fisher Scientific, MA, USA), following the manufacturer's instructions.

Quantitative PCR was performed using SYBR Green Real-Time PCR Master Mixes (Applied Biosystems, USA) on a QuantStudio 3 Real-Time PCR System (Applied Biosystems, USA). Gene expression levels were evaluated using the Ct method in all tested samples and normalized to  $\beta$ -actin as an internal control. The primer sequences are listed as follows:

| Primer           | Forward sequence (5'-3') | Reverse sequence (3'-5') |
|------------------|--------------------------|--------------------------|
| m $\beta$ -actin | TGAGAGGGAAATCGTGCGTG     | TTGCTGATCCACATCTGCTGG    |
| mIL-6            | TGATGCACTTGCAGAAAACA     | ACCAGAGGAAATTTTCAATAGGC  |
| mIL-10           | CCAGAGCCACATGCTCCTA      | AGGGGAGAAATCGATGACAG     |
| mIL-33           | AGGCGACGGTGTGGATGGGA     | CGTCACCCCTTTGAAGCTCCACG  |
| mIL-12 $\alpha$  | GCCAGGTGTCTTAGCCAGTC     | AGCTCCCTCTTGTTGTGGAA     |
| mCXCL1           | TCCAGAGCTTGAAGGTGTTGCC   | AACCAAGGGAGCTTCAGGGTCA   |
| mCXCL2           | CTCCTTTCCAGGTCAGTTAGC    | CAGAAGTCATAGCCACTCTCAA   |
| mCXCL9           | AGTGTGGAGTTCGAGGAACC     | GAGTCCGGATCTAGGCAGG      |

|               |                         |                            |
|---------------|-------------------------|----------------------------|
| mCXCL10       | CCAAGTGCTGCCGTCATTTTC   | GGCTCGCAGGGATGATTTCAA      |
| mCXCL11       | AGCTGCTCAAGGCTTCCTTA    | AGTAACAATCACTTCAACTTTGTCTG |
| mCCL5         | TGCCCACGTCAAGGAGTATTT   | TCGAGTGACAAACACGACTGC      |
| mCCL17        | TGCTTCTGGGGACTTTTCTG    | TGGCCTTCTTCACATGTTTG       |
| mCCL22        | GTCCTTCTTGCTGTGGCAAT    | ACGGTTATCAAAACAACGCC       |
| mIFN $\alpha$ | TGTCTGATGCAGCAGGTGG     | AAGACAGGGCTCTCCAGAC        |
| mIFN $\beta$  | ATGGTGGTCCGAGCAGAGAT    | CCACCACTCATTCTGAGGCA       |
| mIFN $\gamma$ | CAGCAACAGCAAGGCGAAAAAGG | TTTCCGCTTCCTGAGGCTGGAT     |
| mCCR7         | AGAGGCTCAAGACCATGACGGA  | TCCAGGACTTGGCTTCGCTGTA     |

## Western Blot Analysis

BMDCs ( $5 \times 10^5$  cells/well; 12-well plate) were treated with conditioned medium from Dox-treated 4T1 cells (Dox), AuLPS NPs, or a combination of both for 24 h. The cells were then lysed using RIPA buffer on ice for 10 min. The lysed cell solution was mixed with 4 $\times$  Laemmli sample buffer (Bio-Rad, California, USA) and subsequently heated at 95°C. The cell lysates were separated on a 10% acrylamide gel and transferred onto a PVDF membrane. The membranes were blocked for 1 h with 5% bovine serum albumin (BSA) in TBST and then incubated overnight at 4°C with primary antibodies against phospho-TBK1 (Ser172) (D52C2) (no. 5483, Cell Signaling Technologies, Massachusetts, USA), TBK1 (D1B4) (no. 3504, Cell Signaling Technologies, Massachusetts, USA), phospho-IRF3 (Ser396) (D6O1M) (no. 29047, Cell Signaling Technologies, Massachusetts, USA), IRF3 (D83B9) (no. 4303, Cell Signaling Technologies), and  $\beta$ -actin (no. A5441, Sigma Aldrich, Missouri, USA).

**Figure S1. Cytokine secretion from BMDCs was measured by ELISA 24 h after treatment with free LPS, Au NPs or AuLPS NPs (n=3). All data are shown as the mean  $\pm$  SEM. \*\*\* $P$ <0.001.**

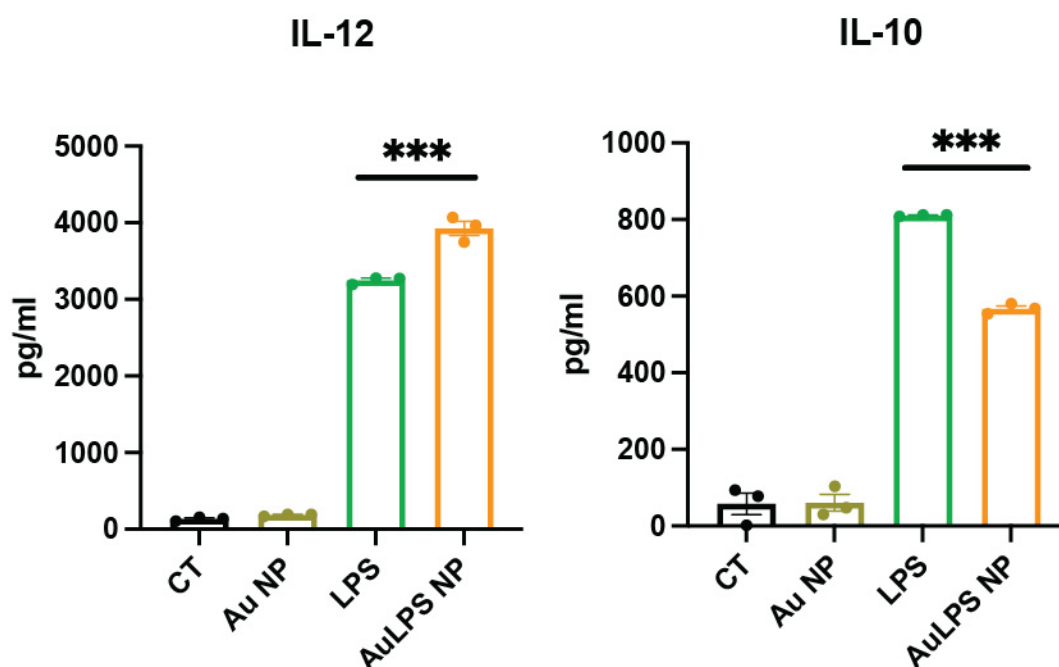

**Figure S2. IL-12 secretion from BMDCs was measured by ELISA 24 hours after treatment with conditioned medium from Dox-treated 4T1 cells (Dox), AuLPS NPs, or their combination (n = 3). Data are presented as mean  $\pm$  SEM. \* $P$  < 0.05, \*\*\* $P$  < 0.001.**

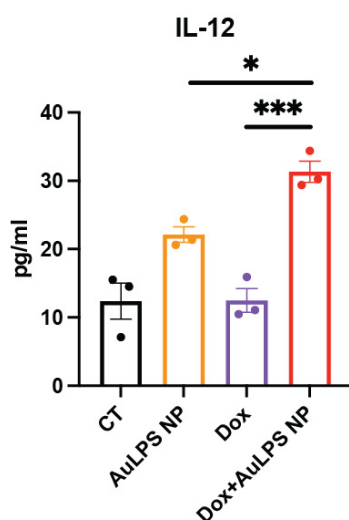

**Figure S3.** Flow cytometry analysis of MHC II and CD86 expression in BMDCs treated with conditioned medium from Dox-treated 4T1 cells (Dox), AuLPS NPs, or a combination of both for 24 h. Representative FACS plot of activated BMDCs (CD86<sup>+</sup>MHCII<sup>+</sup>) (A), and representative flow histogram plots of CD86 (B) and MHCII (C).

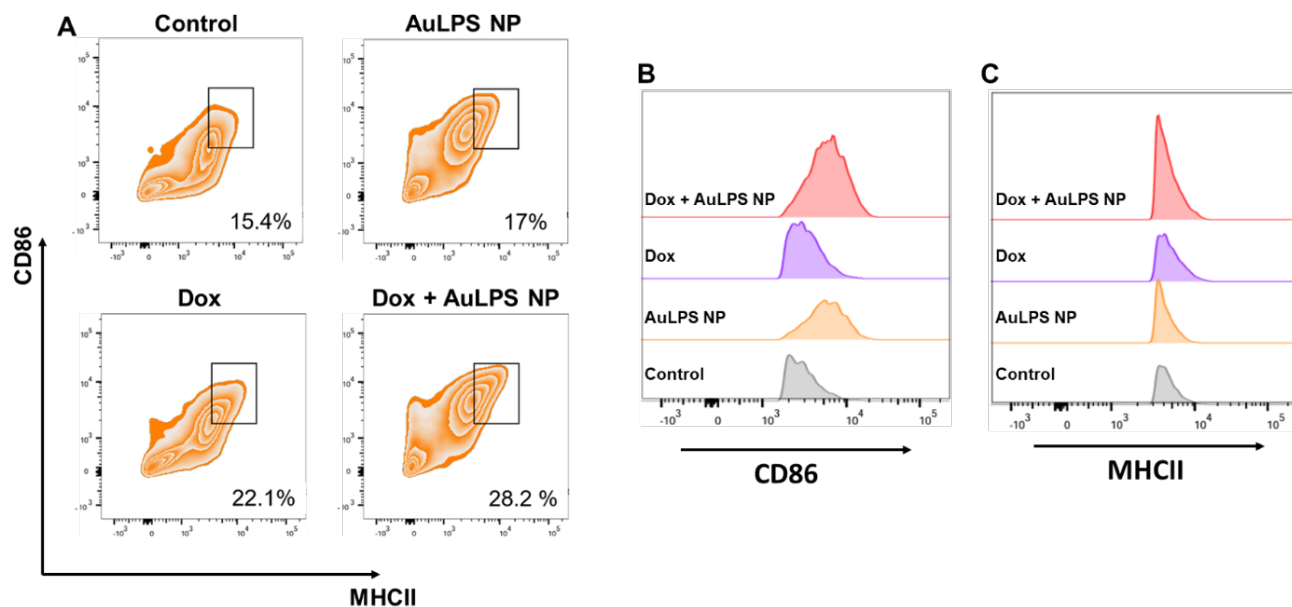

**Figure S4.** BMDC seeding efficiency. (n=4) Data are presented as mean  $\pm$  SEM. \*P < 0.05.

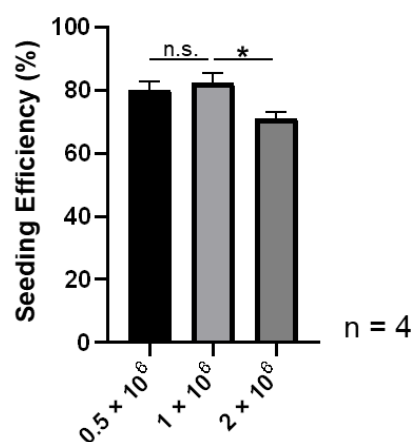

**Figure S5.** Upregulation of CCR7 Expression in BMDCs Treated with AuLPS NPs. Flow cytometry analysis of CCR7 expression in BMDCs treated with AuLPS NPs for 24 hours (n = 4). All data are presented as the mean  $\pm$  SEM. \*\*P < 0.01.

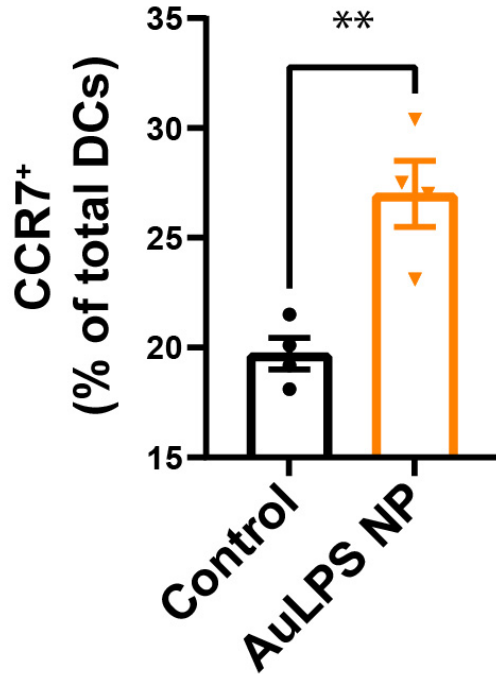

**Figure S6.** (A) Schematic of the experimental protocol. On day -14,  $1 \times 10^5$  4T1 cells were injected into the mammary gland of BALB/c mice. The implanted tumor was surgically removed on day 0, and various formulations were implanted into the surgical site (BMDC:  $1 \times 10^6$  cells/mouse). Cryogel, tumors and TDLNs were analyzed on day 2. MHC II and CD86 expression in delivered BMDCs in cryogel (B) tumor (C) or TDLNs (D) 48 h after treatment with BMDCs alone, cryogels containing BMDCs or AuLPS@DCs were analyzed by flow cytometry (n = 4). All data are shown as the mean  $\pm$  SEM. \*P<0.05, \*\*P<0.01.

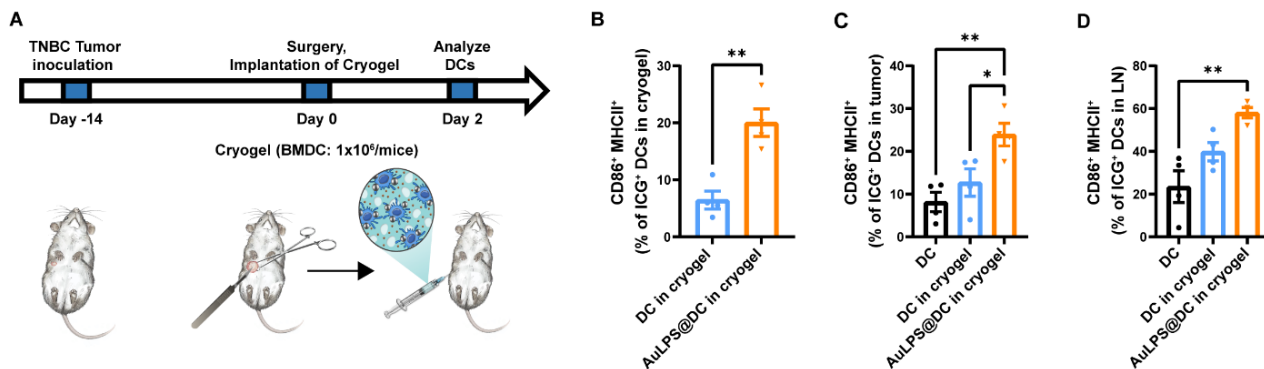

**Figure S7. The cryogel containing AuLPS@DC and Dox induces potent antitumor immunity.**

Representative FACS plots showing: (A) DCs (CD45<sup>+</sup>CD11c<sup>+</sup>) in tumors; (B) activated DCs (CD86<sup>+</sup>MHCII<sup>+</sup>) in tumors; (C) activated DCs in tumor-draining lymph nodes (TDLNs); (D) cytotoxic CD8<sup>+</sup> T lymphocytes (CD3<sup>+</sup>CD8<sup>+</sup>) in tumors; (E) IFN- $\gamma$ <sup>+</sup> CD8<sup>+</sup> T cells in tumors; (F) IFN- $\gamma$ <sup>+</sup> CD8<sup>+</sup> T cells in TDLNs; (G) granzyme B<sup>+</sup> CD8<sup>+</sup> T cells in tumors; and (H) granzyme B<sup>+</sup> CD8<sup>+</sup> T cells in TDLNs.

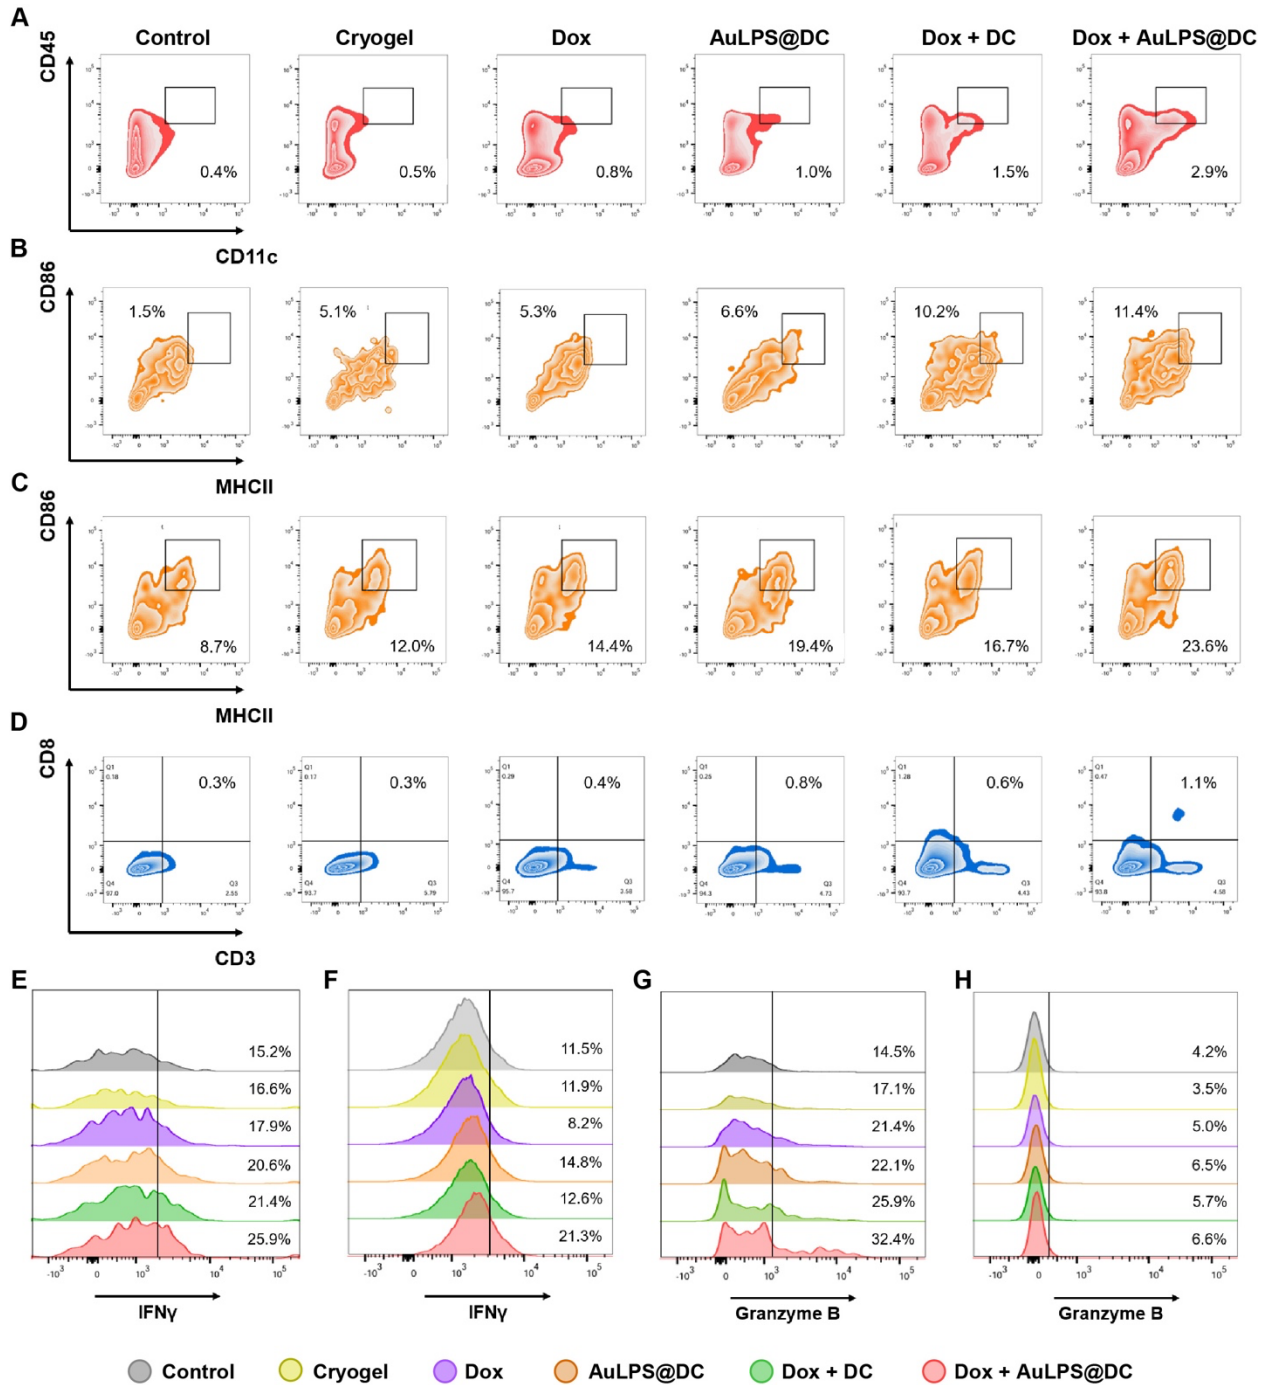

**Figure S8:** T helper cells (CD3<sup>+</sup>CD4<sup>+</sup> T cells) in tumor (A) and tumor draining lymph nodes (B) of mice were detected by flow cytometry (n=8). All data are shown as the mean  $\pm$  SEM

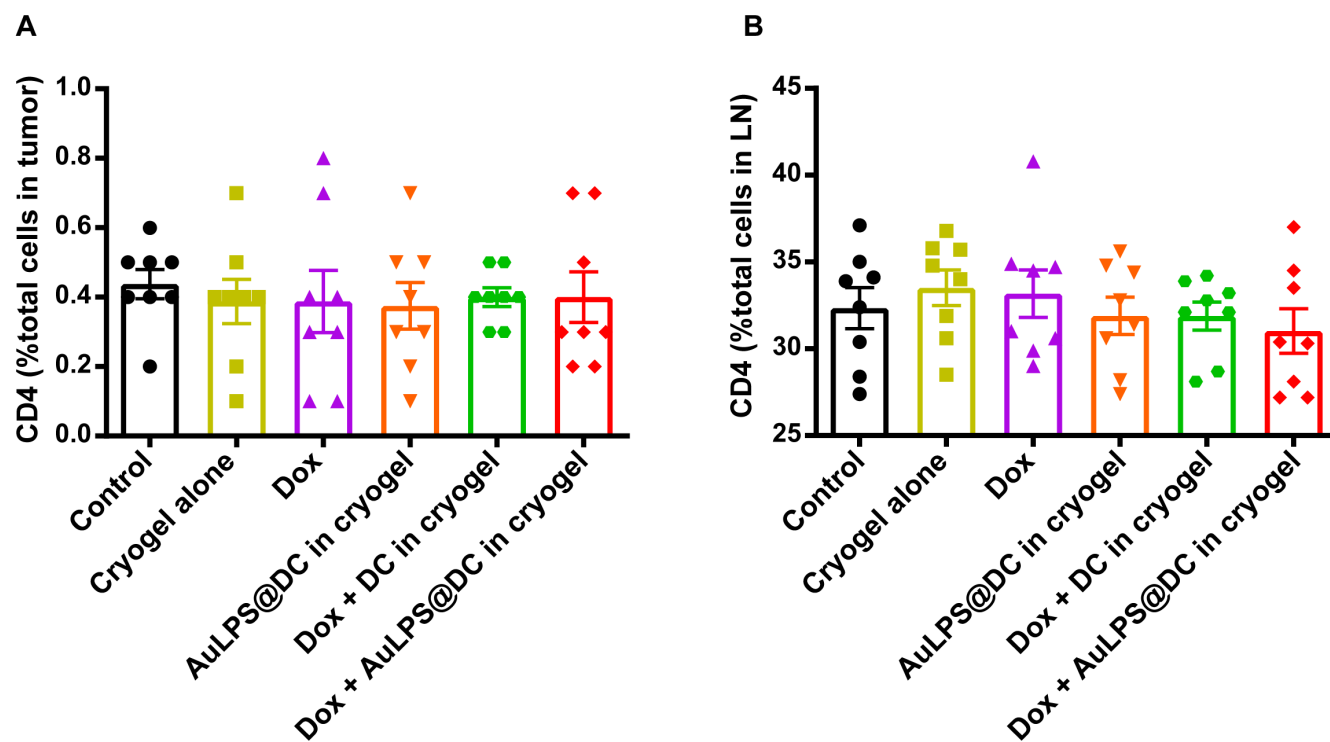

**Figure S9:** Gating strategy for flow cytometry to determine T cell (A) and DC subsets (B) in lymph nodes

**A**

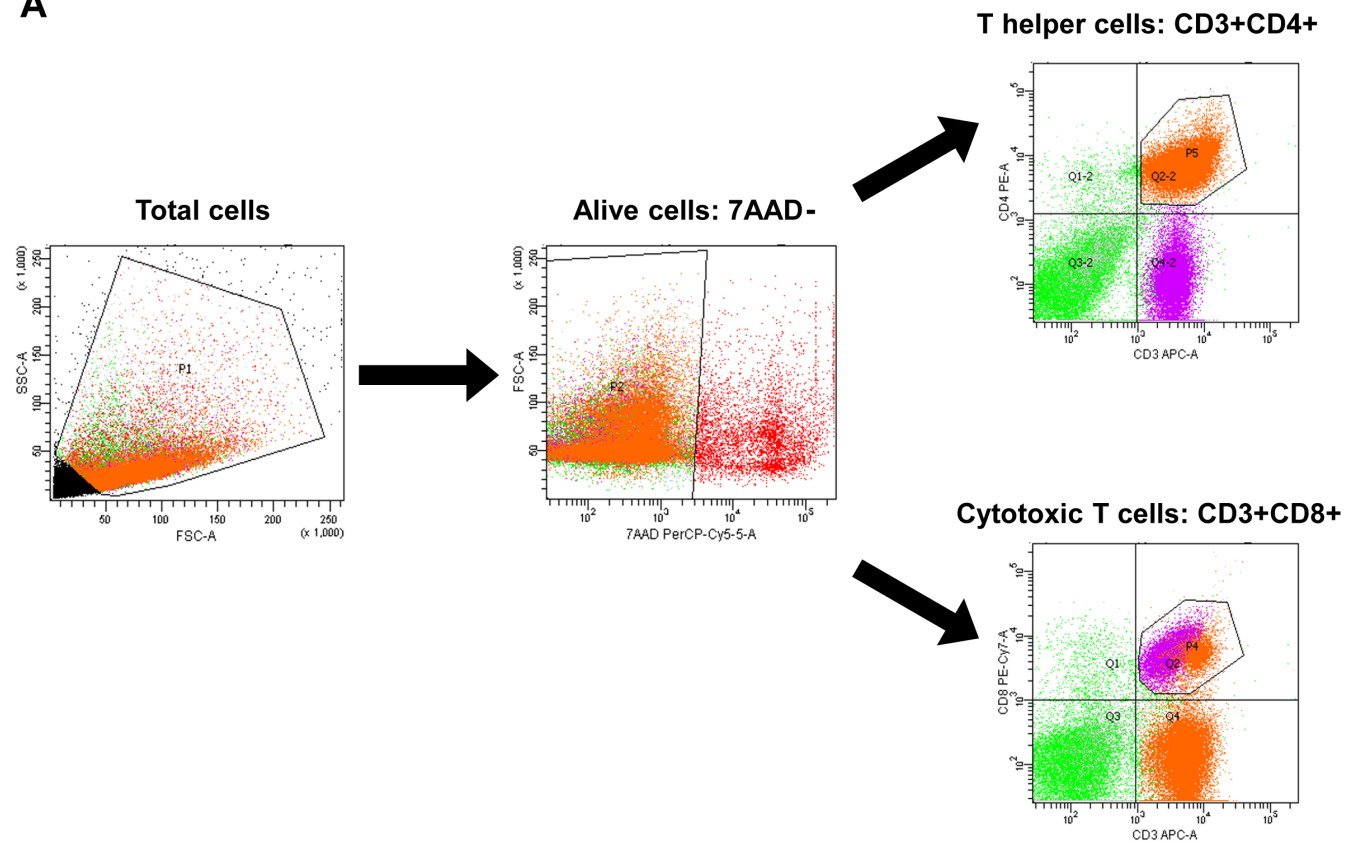

**B**

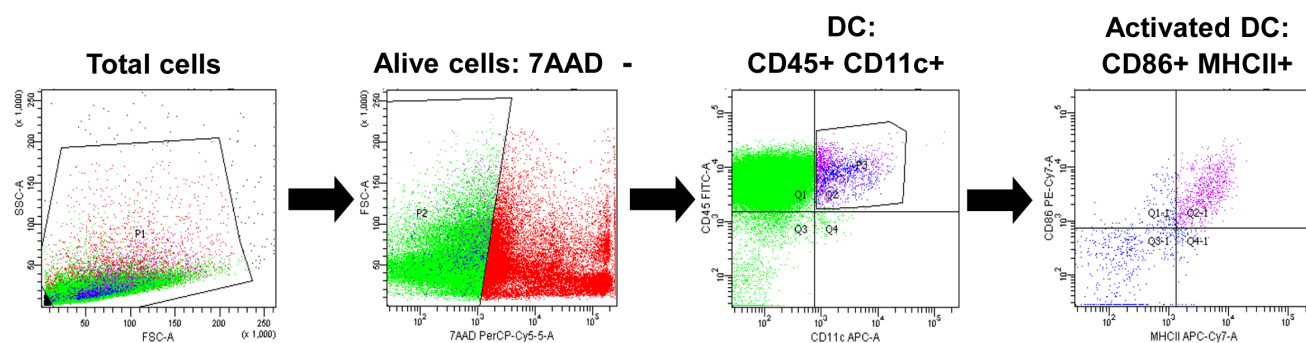

**Supplement:** Supplementary file 1 — Supporting Information

How the deposited data were processed for this re-analysis (not part of the article)

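RNA-seq was analysed for 6 tumors of the 48 h experiment, 3 from mice treated with cryogels containing Dox and AuLPS NP-loaded BMDCs (Dox+AuLPS@DC) and 3 from untreated controls. Conditions were taken from the sample labels and the paper. The labels describe the particles in the treated group as AuNP, while the paper names AuLPS NPs, and the name of the paper is used. The authors extracted RNA, mapped the reads with TopHat, counted reads per gene with HTSeq, and deposited the raw counts, whole numbers with 1 column per tumor. The FPKM values that the paper's methods mention were not used here.

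From these counts, everything else was computed in R 4.3.3. Total counts per tumor ranged from 22599368 to 30051639. Pairwise chi-square values per degree of freedom between tumors ran from 12.3 to 103, so no 2 tumors were copies of one library. Gene symbols, positions, GC content and lengths came from GENCODE M21, whose gene IDs are the 55536 IDs of the table. Genes were filtered with filterByExpr, normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 (estimateDisp, glmQLFit and glmQLFTest with default arguments, which in this version include legacy=TRUE), with Benjamini-Hochberg adjustment over the 16002 tested genes. Standard errors are the log2 fold change divided by the root of the F statistic. Genes were counted at an FDR under 0.05, as in the paper's methods, and at a log2 fold change beyond 1 or -1 with an unadjusted p under 0.05, where the lines of Fig. 4M stand. Per-gene exact permutation tests on CPM were two-sided.

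The genes named in the text were chosen by a rule set before the data were examined. They are the 18 genes of Fig. 4O, the RT-qPCR genes of Fig. 4L, the genes behind the flow cytometry markers and the checkpoint, and up to 5 genes per direction with the smallest p among those past the FDR threshold whose groups did not overlap. S100a8 and the genes Cxcl1, Cxcl3, Cxcr2 and Saa3 were added after their values were seen. Marker lists of cell types and responses (266 genes, all found in the table) were also written beforehand, and 21 lists with at least 3 tested genes were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. Reactome sets shipped with fgsea 1.28.0 (1457 sets, of which 692 had 15 to 500 tested genes) were tested by preranked enrichment with the random seed 1. The sets list 7111 Entrez genes, of which 96.6% matched the table. Interferon alpha beta signaling, with 12 of its 27 genes present, was under the minimum and was not tested.

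Alternatives tried were RLE, upper-quartile and library-size normalization; no filter, or at least 10 counts in every tumor; DESeq2 1.42.0, edgeR's exact test, robust=TRUE and legacy=TRUE; leaving out each tumor; other camera settings and a rotation test; ranking by log2 fold change; and sets of 10 to 200 genes. An adipocyte marker score as a covariate, legacy=FALSE and DESeq2 on the genes kept by filterByExpr, without its independent filtering, were added after the values were seen. Tests of depth thinned the counts to the smallest library. Tests of GC content and gene length removed each tumor's lowess trend (span 0.3).

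The code was tested on simulated data drawn from the means, dispersions and library sizes of the 6 tumors, with 200 of 16002 genes changed. The changed genes were drawn only from genes above a minimum mean CPM, so the shares below do not cover the lowest expressed genes. The quasi-likelihood test recovered 61.5% of the changed genes at a 2-fold change with 2 false calls, 88.5% at a 4-fold change with 13 false calls and 98.5% at an 8-fold change with 13 false calls. For the exact test the recovered shares were 72.5%, 95.5% and 99.5%, with 31, 46 and 45 false calls. For DESeq2 they were 77.5%, 92% and 98%, with 33, 43 and 46 false calls. The simulated genes varied independently, so these shares leave out variation shared between genes, such as tissue composition. The RT-qPCR, flow cytometry and survival experiments were not analysed here.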

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

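Of the tests below, those on S100a9 without treated tumor 6, on hemoglobin, on S100a9 at equal depth and the count of muscle markers were chosen after the result was seen. The tests on adipocyte and lymph node markers were set before the data were examined.

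S100a9 was the gene past the FDR threshold and is outside the genes that the paper discusses. Its log2 fold change was 2.15, higher in 3 of 3 treated tumors than in every control tumor. S100a8, chosen after its values were seen, had a log2 fold change of 2.46 with an FDR of 0.225 from edgeR's quasi-likelihood test. With the adipocyte score as a covariate, a setting also added after the values were seen, these were 2.38 and 0.0148. Its expression was 17.1 ± 3.95 CPM (SD, n = 3) in the treated and 3.11 ± 1.03 CPM (SD, n = 3) in the control tumors, with every treated tumor above every control tumor. The neutrophil marker list had a mean log2 fold change of 1.34, which fell to 0.85 without treated tumor 6. Of its 12 genes, 5 were higher in every treated than in every control tumor. Chance separates the groups for 10% of genes when both directions are counted. The list's FDR was 3.08e-19 with camera at an inter-gene correlation of 0.01, but 0.0739 with the correlation estimated and 0.0748 with a rotation test. The mean log2(CPM + 1) of the list was 3.97, 4.80 and 4.14 in treated tumors 4, 6 and 10, above the 3.47, 3.06 and 3.24 of control tumors 5, 6 and 8. Its summed CPM, in which genes with high counts weigh most, overlapped between the groups, at 1240 in control tumor 8 and 862 in treated tumor 4. The list of LPS and NF-kB response genes had a mean of 1.29, with 10 of 16 genes higher in every treated tumor, and an FDR of 0.0497 with the correlation estimated and 0.0748 with the rotation test.

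Library size was tested by thinning the counts to the smallest library, which left the log2 fold change of S100a9 at 2.14. Fat tissue was tested by leaving out treated tumor 6, the tumor richest in adipocyte markers, which left it at 2.05. This holds for S100a9 alone. Of the 10 tested genes of the neutrophil list, 7 were highest in treated tumor 6, and the list's mean of 0.85 without it was smaller. Blood in the samples was tested with the hemoglobin genes, whose summed CPM was above every control tumor in 2 of the 3 treated tumors. The remaining tumor, treated tumor 4, had 33.8 CPM against 38.5 in control tumor 8, while its S100a9 was 39.7 CPM against at most 12.3 in the control tumors. After a GC correction of each tumor, the log2 fold change was 2.19. Of the 10 splits of the 6 tumors, 1 gave as many genes at an FDR under 0.05, which is the real one and the smallest share that 10 splits allow, so a chance split cannot be excluded. A candidate explanation is a myeloid or LPS-type response to the treatment. It remains a hypothesis. The groups differ in the cryogel, Dox, the BMDCs and the AuLPS NPs loaded into them at once, so that this design cannot separate these.

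In treated tumor 6, the summed CPM of the adipocyte markers was 1219, which is 4.92 times the highest of the other 5 tumors. All 10 listed markers were at least 2 times every other tumor there. Fibroblast markers in that tumor were 1.47 times the next tumor. The 2 other treated tumors had fewer adipocyte marker counts than control tumors 5 and 6, so the treatment alone does not account for the difference. Lymph node tissue was weighed with the B cell markers, at 1.26 times the highest other tumor, and with markers of lymph node stroma, at 4.69 times but with at most 54 counts for a gene. These values leave lymph node tissue open. A candidate explanation for the high values of many genes in this tumor is more fat and connective tissue in the sample, but the 4.92-fold excess is itself the result described here, so that it cannot decide its own explanation.

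In treated tumor 4, the summed CPM of the skeletal muscle markers was 84.6, which is 3.64 times the highest of the other tumors. Of the 11 listed markers, 6 were at least 2 times every other tumor there, and the excess was in 1 of 3 treated tumors. A candidate explanation is muscle tissue in that tumor sample, but the 6 markers belong to the list that shows the excess, so that their number cannot decide it. Depth was not tested for these lists, whose values are relative to library size. Sequencing batches are not given and were not tested.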

How the results depend on the processing

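No paired analysis was possible because the groups share only 1 replicate number, 6, on different animals. The adipocyte marker score as a covariate, legacy=FALSE and DESeq2 on the genes kept by filterByExpr were added after the values were seen; the other alternatives were set before the data were examined. The fit with legacy=TRUE is the reported one under this version of edgeR and shows no stability. For each result below that changed, the cause was not tested.

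The number of genes at an FDR under 0.05 changed with the test on the same genes and with the filter under the same test. Against 1 higher and 0 lower genes (1558 at an unadjusted p under 0.05), DESeq2 with its default filtering gave 164 and 28, DESeq2 on the genes kept by filterByExpr 128 and 24 (15970 of them with a p), edgeR's exact test 62 and 9, and no filter 55 and 8. The adipocyte covariate gave 4 higher genes, which were S100a9, S100a8, Cxcl5 and Slfn4, the last 2 named after their values were seen. RLE, upper-quartile and library-size normalization, at least 10 counts in every tumor, robust=TRUE and legacy=FALSE gave 1 higher gene and 0 lower. The fits that each left out one tumor gave from 0 to 2 higher genes and 0 lower, with 585 to 2370 genes at an unadjusted p under 0.05. Without treated tumor 6 the 2 genes were S100a9 and Gm15500, the latter named after its values were seen. S100a9 was past the threshold in 13 of 17 alternatives, legacy=TRUE not counted, with FDRs from 8.24e-32 to 0.213, and its log2 fold change stayed between 2.05 and 2.28. The 4 exceptions each left out one tumor.

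At the Fig. 4M thresholds, no filter gave 824 higher and 178 lower genes against 322 and 56. Lower genes numbered 18 with at least 10 counts in every tumor and 105 with the adipocyte covariate. With one tumor left out, from 173 to 645 genes were higher and from 30 to 119 lower. The other alternatives gave counts within 1.5 times. Higher genes were 85.2% of those past the thresholds, 83.2% with library-size normalization, 72% with the adipocyte covariate and 59.2% without treated tumor 6. In that last fit, 135 of the 322 higher genes and 31 of the 56 lower genes were shared.

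Of the Fig. 4O genes, 4 passed an FDR of 0.05 with no filter (Ccl2, Il13ra2, Il6 and Ccl9), 3 with DESeq2 (Il13ra2, Ccl3 and Il6), 5 with DESeq2 on the genes kept by filterByExpr and 1 with the exact test (Il6), against 0 in the reported fit, where 12 had an unadjusted p under 0.05. The other alternatives gave 0, leave-one-out fits included, with 8 to 16 at an unadjusted p under 0.05. Tnfsf18 ran from -0.087 to 3.34 and Cxcl13 from -0.16 to 2.98 across the fits that each left out one tumor.

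The T-cell marker mean was -0.0066 with the adipocyte covariate, against 0.27, and ran from -0.27 to 0.48 with one tumor left out. Its FDR ranged from 0.0198 to 0.990 over 14 alternatives, past the threshold in 3, each of which left out one tumor. With the covariate, the log2 fold change of Cd3e was -0.39 and of Cd4 -0.0058. With one tumor left out, Cd3e ran from -0.77 to 0.34, Cd4 from -0.38 to 0.74, Cd8a from -0.42 to 0.068, H2-Ab1 from -0.083 to 0.068, Ccr7 from -0.14 to 1.12 and Pdcd1 from -0.92 to 0.14.

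Reactome sets numbered 140 raised and 155 lowered. Camera with an inter-gene correlation of 0.01 gave 71 raised sets, and ranking by log2 fold change 97 lowered. Camera with the estimated correlation gave 0 raised and 0 lowered. At an unadjusted p under 0.05 that setting gave 1 and 0, counted over the named sets alone. With one tumor left out, from 88 to 150 sets were raised and from 111 to 261 lowered. The NES of T-cell receptor signaling was 0.45 with RLE, 0.47 with at least 10 counts in every tumor and 0.49 when ranked by log2 fold change, against -0.60, and from -1.35 to 0.76 with one tumor left out. Costimulation by the CD28 family ran from -1.25 to 1.01 and the complement cascade from -1.27 to 2.28. Camera gives no NES, so the named sets have none under it. Apart from changes of sign, changes among named genes were 15 stronger and 4 weaker, and among named sets 4 stronger and 8 weaker. Depth limits Ifng, with 9 to 15 counts per tumor, and Tnfsf18, with 1 count in 1 control tumor.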

Differences from the paper's values

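The paper gives 340 upregulated genes. At an FDR under 0.05, the threshold in its methods, 1 gene was higher here. None of the alternatives set before the data were examined closed the gap. DESeq2 gave 164 genes, edgeR's exact test 62 and no filter 55. RLE, upper-quartile and library-size normalization, at least 10 counts in every tumor, robust=TRUE and legacy=TRUE each gave 1, and the fits that each left out one tumor gave 0 to 2, with 585 to 2370 genes at an unadjusted p under 0.05. Counted instead at the thresholds drawn in Fig. 4M, without adjustment, 322 genes were higher, within 1.5 times of the paper's 340. At those thresholds the count was also within 1.5 times with RLE (331), upper quartile (317), library size only (292), at least 10 counts in every tumor (237), DESeq2 (416), the exact test (386), robust=TRUE (285), and without control tumor 5 (356) or 8 (406). It was so too in settings chosen after seeing the values, which were legacy=FALSE (322), the adipocyte covariate (270) and DESeq2 on the genes kept by filterByExpr (326). The count was not within 1.5 times with no filter (824), without control tumor 6 (199), or without treated tumor 4 (645), 6 (173) or 10 (520).

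For downregulated genes, the paper's figure shows about 41 in Fig. 4M, read by eye. At an FDR under 0.05, 0 genes were lower here, with 661 lower genes at an unadjusted p under 0.05. DESeq2 gave 28, which is within 1.5 times. The exact test gave 9, no filter 8 and the other alternatives set before the data were examined 0, which are not. At the thresholds drawn in Fig. 4M, 56 genes were lower, which is within 1.5 times. Counts not within 1.5 times were those with no filter (178), at least 10 counts in every tumor (18) and DESeq2 (69). The same held without control tumor 8 (102) and without treated tumor 4 (104), 6 (119) or 10 (70).

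The paper states that genes of T-cell receptor signaling and Th1 immunity were among the upregulated ones. Here the Reactome set for T-cell receptor signaling had an NES of -0.60 (FDR 1 from fgsea), and was positive with RLE normalization, with at least 10 counts in every tumor, when ranked by log2 fold change, and without control tumor 6, treated tumor 4 or treated tumor 10. No alternative brought it to an FDR under 0.05. The Th1 and interferon gamma list had a mean log2 fold change of -0.02. Interferon gamma signaling had an NES of 1.38 and an FDR of 0.0862, and passed an FDR of 0.05 in 2 of 13 fgsea alternatives, which were without control tumor 8 (FDR 0.00348) and without treated tumor 10 (FDR 4.69e-04). FDRs over those alternatives ran up to 0.621.

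The paper states that genes of T-cell activation, proliferation and migration were significantly enriched. Here 0 of the 18 genes of Fig. 4O passed an FDR of 0.05 over all tested genes, with 12 at an unadjusted p under 0.05. No filter called Ccl2, Il13ra2, Il6 and Ccl9, DESeq2 called Il13ra2, Ccl3 and Il6, and the exact test called Il6. DESeq2 on the genes kept by filterByExpr, a setting chosen after seeing the values, called 5 of the 18. Adjusted over the 18 genes alone, 9 passed. Tests of single genes do not test the enrichment of a set. As a set, chemokine receptors binding chemokines had an NES of 2.34 (FDR 1.29e-06 from fgsea) and passed in 13 of 13 fgsea alternatives. Its FDR was 0.688 from camera with the correlation estimated. The T-cell marker list had an FDR of 0.210 from camera at an inter-gene correlation of 0.01, and 0.709 with the correlation estimated. At 0.01 it passed without control tumor 6 (FDR 0.0269), treated tumor 4 (FDR 0.0253) or treated tumor 10 (FDR 0.0198). Its FDRs ranged up to 0.990 over 14 alternatives.

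In the heatmap of Fig. 4O, the paper draws Ccl6 highest in the treated column labeled 3 and Ccl7 highest in the treated column labeled 1. Here the highest tumor of both was treated tumor 6, which was also the highest for 16 of the 18 genes, at 406 CPM for Ccl6 and 54.5 CPM for Ccl7.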

Other observations

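Of the tests below, the one on the order of the control tumors and the one on proliferation were chosen after the result was seen. The tests on GC content, gene length and the depth behind the Fig. 4M counts were chosen after the gene counts were seen but before they were run, as were all splits but the one on genes past the FDR threshold.

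Each of the 10 splits of the 6 tumors into 3 and 3 was tested in the same way, and 1 of 10 is the smallest share possible. For genes at an FDR under 0.05, 1 split gave as many, the real one. At the Fig. 4M thresholds, 2 splits gave as many genes. The other one set control tumors 5 and 6 and treated tumor 6 against the rest and gave 417 genes, against 378 in the real split. For Fig. 4O genes at an unadjusted p under 0.05, 1 split gave as many, although the list was drawn by the paper for this comparison, so that the count could hardly come out otherwise. For the T-cell marker mean, 8 splits gave a value at least as far from 0. For Reactome sets past the FDR threshold, 4 splits gave as many, up to 344 sets against 295. With 10 splits, none of these results can be told apart from a chance division of the tumors.

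Depth, GC content and gene length were tested for the numbers of genes. After thinning to the smallest library, 341 genes passed the Fig. 4M thresholds, against 378, and 1 gene an FDR of 0.05. After a GC correction of each tumor (15995 of the tested genes had a GC value), 374 and 1 genes passed, and after a gene length correction 376 passed the Fig. 4M thresholds. None of the corrections moved a count by 1.5 times.

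Treated tumor 6 lay apart from the other tumors on the first principal component (42.9% of the variance), at -66.1 against -1.61 to 32.7. Over all tested genes, 557 were at least 2 times every other tumor there, against at most 18 in any other tumor. On the second component (24.3% of the variance), control tumor 8 was at -16.7, within the treated tumors' range of -29.2 to -4.50. Control tumors 5 and 6 were at 29.6 and 34.0, so the control tumors were also apart from each other. The content of fat tissue may contribute to the Fig. 4O values. In the 3 control tumors, 8 of the 18 genes followed the order of the adipocyte markers, while 22.0% of all tested genes did. These genes vary together and the controls are 3, so the test cannot tell. With the adipocyte score as a covariate, all 18 genes kept a higher mean in the treated tumors. Treated tumor 6 and a tissue difference cannot be told apart from a stronger response in 1 animal.

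Proliferation markers were lower in the treated tumors, with a mean log2 fold change of -0.33 and 11 of 11 genes lower. The mean was -0.22 without treated tumor 6. The summed CPM of the fibroblast markers was 8221, 18097 and 12351 in treated tumors 4, 6 and 10, against at most 8146 in the control tumors. Their mean log2(CPM + 1) overlapped between the groups, at 6.92 in treated tumor 4 and 7.04 in control tumor 5. In treated tumor 10 it was 7.35, above every control tumor, so leaving out treated tumor 6 may not remove a stromal difference. A lower share of tumor cells in the treated samples remains a candidate explanation that was not tested further. The FDR of the proliferation markers was 5.59e-08 from camera at an inter-gene correlation of 0.01 and 0.452 with the correlation estimated. Of the 11 genes, 3 were lower in every treated than in every control tumor, where chance separates the groups in either direction for 10% of genes. The mean log2(CPM + 1) of the list was 6.98 in control tumor 8 and 7.06 in treated tumor 10, so the groups overlap. Dox is 1 of several differences between the groups, and its effect was not tested apart from the others.

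Of the 21 marker lists, 11 were past an FDR of 0.05 with camera at an inter-gene correlation of 0.01, 10 higher and 1 lower. With the correlation estimated it was 1, the LPS and NF-kB list, with 2 at an unadjusted p under 0.05. With a rotation test it was 0, with 2 at an unadjusted p under 0.05. Fibroblast markers had a mean log2 fold change of 1.06 (0.41 without treated tumor 6), endothelial markers 0.82 (0.36) and type I interferon response genes 0.30 (-0.01).

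The genes that the paper measured by RT-qPCR in Fig. 4L, in a comparison that includes Dox+DC, had these values in the RNA-seq of treated and control tumors. The log2 fold change of Ifng was -0.16, with 9 to 15 counts per tumor, of Ccl5 0.53 with overlapping groups, and of Il6 1.94 and Cxcl2 2.23, both with every treated tumor above every control tumor. The FDR of Il6 with edgeR's quasi-likelihood test was 0.363, and it was under 0.05 in 4 of the alternatives, in a range from 4.52e-06 to 0.990. The FDR of Cxcl2 was 0.478 with edgeR's quasi-likelihood test, 0.0279 without a filter and 0.0298 with the exact test, in a range from 0.0279 to 0.990 over the alternatives. Related genes chosen after their values were seen were Cxcl1 at 1.40, Cxcl3 at 2.33, Cxcr2 at 1.65 and Saa3 at 3.87, each higher in 3 of 3 treated tumors than in every control tumor.

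For dendritic cell and checkpoint genes, the log2 fold changes were -0.33 for Itgax (lower in every treated tumor, FDR 0.478 from edgeR), 0.22 for Cd86, -0.03 for H2-Ab1, 0.70 for Ccr7 and 0.15 for Cd274, the last 4 with overlapping groups.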
